# Sex differences in the neuronal transcriptome and synaptic mitochondrial function in the cerebral cortex of a multiple sclerosis model

**DOI:** 10.3389/fneur.2023.1268411

**Published:** 2023-11-02

**Authors:** Noriko Itoh, Yuichiro Itoh, Linsey Stiles, Rhonda Voskuhl

**Keywords:** multiple sclerosis, experimental autoimmune encephalomyelitis, sex differences, mitochondria, cerebral cortex, RNA sequencing, estrogen, sex chromosomes

## Abstract

**Introduction:**

Multiple sclerosis (MS) affects the cerebral cortex, inducing cortical atrophy and neuronal and synaptic pathology. Despite the fact that women are more susceptible to getting MS, men with MS have worse disability progression. Here, sex differences in neurodegenerative mechanisms are determined in the cerebral cortex using the MS model, chronic experimental autoimmune encephalomyelitis (EAE).

**Methods:**

Neurons from cerebral cortex tissues of chronic EAE, as well as age-matched healthy control, male and female mice underwent RNA sequencing and gene expression analyses using RiboTag technology. The morphology of mitochondria in neurons of cerebral cortex was assessed using Thy1-CFP-MitoS mice. Oxygen consumption rates were determined using mitochondrial respirometry assays from intact as well as permeabilized synaptosomes.

**Results:**

RNA sequencing of neurons in cerebral cortex during chronic EAE in C57BL/6 mice showed robust differential gene expression in male EAE compared to male healthy controls. In contrast, there were few differences in female EAE compared to female healthy controls. The most enriched differential gene expression pathways in male mice during EAE were mitochondrial dysfunction and oxidative phosphorylation. Mitochondrial morphology in neurons showed significant abnormalities in the cerebral cortex of EAE males, but not EAE females. Regarding function, synaptosomes isolated from cerebral cortex of male, but not female, EAE mice demonstrated significantly decreased oxygen consumption rates during respirometry assays.

**Discussion:**

Cortical neuronal transcriptomics, mitochondrial morphology, and functional respirometry assays in synaptosomes revealed worse neurodegeneration in male EAE mice. This is consistent with worse neurodegeneration in MS men and reveals a model and a target to develop treatments to prevent cortical neurodegeneration and mitigate disability progression in MS men.

## 1. Introduction

Multiple sclerosis (MS) is an autoimmune and neurodegenerative disease for which many disease-modifying treatments (DMTs) that target immune mechanisms exist. The discovery of neuroprotective treatments that target neurodegenerative mechanisms within the brain remains a goal. Genome-wide transcriptomics have shown differences in gene expression when comparing one brain region to another both when healthy and when affected by a disease, even within the same cell type, namely, neurons (1), microglia (2), astrocytes (3–5), and oligodendrocytes (6–8). Optimal therapeutic strategies aiming to reverse deleterious gene expression changes during disease may therefore need to be identified for distinct brain regions. One brain region of major interest in MS is the cerebral cortex. Cerebral cortex atrophy in MS correlates with worsening disability, as measured by the Expanded Disability Status Scale (EDSS) (9–11). Cortical pathology in MS includes neuronal damage and synaptic loss (12–17). A better understanding of neurodegeneration in the cerebral cortex at the molecular level is needed.

In addition to brain region-specific gene expression differences, when healthy and when affected by disease, there are also sex-specific differences. Sex differences can be mediated by biologic effects, environmental effects, or both. Observations that sex differences extend beyond humans, for example, to female and male mice in the same environment of a vivarium, reveal the importance of biologic effects. Biologic sex differences can be due to differences in sex hormones (estrogen vs. testosterone), sex chromosomes (XX vs. XY), or both (18, 19). Findings from the genotype-tissue expression (GTEx) project revealed the pervasiveness of sex differences in gene expression in humans. When 44 tissues were examined, 37% of all genes exhibited a sex bias in expression in at least one tissue (20). Whole-genome expression profiles showed distinct sex-biased regulatory networks that were tissue-specific (21), and sex differences in gene expression in the brain differed by the subregion (20, 22). These sex differences in gene expression in the human brain when healthy carry implications for sex differences in the brain when affected by a disease.

There are sex differences in MS (23). MS affects women more frequently than men (19, 24, 25). Despite the increased susceptibility of women, men with MS often demonstrate worse disability progression (26–29) and brain subregion atrophy (30–33). Thus, the effect of sex on inflammation vs. neurodegeneration appears to diverge. The female sex is more predisposed to develop autoimmune diseases, while the male sex appears to have a more neurodegenerative response to injury, reviewed in Voskuhl (34). Is there a model to disentangle these sex differences? Experimental autoimmune encephalomyelitis (EAE) is the most widely used MS model, and it was used to develop many of the current treatments for MS. Similar to MS, EAE is characterized by both inflammation and neurodegeneration. There are several EAE models, and the EAE model used depends on the MS question asked, as reviewed in Voskuhl (35). Relapsing remitting EAE in SJL mice shows an increase in susceptibility in female mice and is appropriate for the study of sex differences in immune responses in MS. EAE induced in SJL mice results in worse walking scores, spinal cord inflammation, and demyelination in female mice. In contrast, chronic EAE in C57BL/6 mice shows no sex difference in EAE walking scores or spinal cord pathology. Interestingly, the chronic EAE model exhibits brain atrophy as measured by *in vivo* magnetic resonance imaging (MRI) during later stages (35). This atrophy occurs in the cerebral cortex and cerebellum, and it is correlated with neuronal cell loss and a decrease in synapses (36–41). Cerebral cortex atrophy continues over time even after disability, as measured by standard EAE walking scores, has reached a plateau of severity. Such is also the case in MS patients whereby cerebral cortex atrophy by MRI continues even after disability, as measured by the EDSS, has reached a plateau of severity.

Here, we address whether there are sex differences in molecular mechanisms in the cerebral cortex during chronic EAE, focusing on transcriptomics of cortical neurons and mitochondrial respiration in synaptosomes.

## 2. Materials and methods

### 2.1. Ethics statement

All animal procedures were done in accordance with the guidelines of the National Institutes of Health and the Chancellor’s Animal Research Committee of the University of California, Los Angeles Office for the Protection of Research Subjects.

### 2.2. Animals and breeding strategy

All mice used in this study were from the C57BL/6 J background. Neuron Specific Enolase (NSE) Cre:RiboTag mice were generated by crossing the rNSEII-Cre line (42) with the RiboTag mice (43) (B6J.129(Cg)-Rpl22^tm1.1Psam^/SjJ, Jackson Lab, Bar Harbor, ME). In breeding of our mouse lines, Cre recombinase alleles were always inherited from female mice (mother) and not from male mice (father). Thy1-CFP-MitoS (44) mice generated by fusing the cyan fluorescent protein (CFP) construct with the mitochondria targeting sequence of human cytochrome C oxidase subunit 8 A (COX8A) under the regulatory elements derived from mouse Thymus cell antigen 1, theta (*Thy1*), were obtained from Jackson Lab (B6.Cg-Tg(Thy1-CFP/COX8A)S2Lich/J) for the visualization of neuron-specific mitochondria in C57BL/6 mice. The regulatory construct of *Thy1* gene defects in the sequence region was required for the expression in non-neuronal cells, making it specific to the neurons.

Genotypes were assessed by PCR using the following primer sequences (5′-3′): Cre, GCACTGATTTCGACCAGGTT and GCTAACCAGCGTTTTCGTTC; *LoxP-STOP-loxP-Rpl22-HA* (RiboTag), GGGAGGCTTGCTGGATATG and TTTCCAGACACAGGCTAAGTACAC; and Thy1-CFP-MitoS, AAG TTC ATC TGC ACC G and TCC TTG AAG AAG ATG GTG CG.

Animals were maintained under standard conditions in a 12-h dark/light cycle with free access to food and water *ad libitum*.

### 2.3. Active experimental autoimmune encephalomyelitis induction and clinical scoring

Mice were induced with active EAE as described previously for C57BL/6 mice (45). Briefly, mice aged 12–20 week were injected subcutaneously with myelin oligodendrocyte glycoprotein (MOG) amino acids 35–55 (200 μg/animal, Mimotopes, Richmond, VA) emulsified in Complete Freund’s Adjuvant, supplemented with *Mycobacterium tuberculosis* H37Ra (200 μg/animal, Becton, Dickinson and Company, Sparks, MD), over two sites drained by left inguinal and auxiliary lymph nodes in a volume of 0.1 mL/mouse. After 1 week, a booster immunization was applied subcutaneously over contralateral lymph nodes. Pertussis toxin (500 ng/mouse; List Biological Laboratories, Inc., Campbell, CA) was injected intraperitoneally on days 0 and 2 (46). The animals were monitored daily for EAE signs based on a standard EAE 0–5 scale scoring system: 0, healthy; 1, complete loss of tail tonicity; 2, loss of righting reflex; 3, partial paralysis; 4, complete paralysis of one or both hind limbs; and 5, premoribund state, as described (47).

### 2.4. Histological analysis

Standard histological analysis methods were applied as we described previously (42) with some modifications.

#### 2.4.1. Tissue preparation

Mice were deeply anesthetized in isoflurane and perfused transcardially with ice-cold 1x phosphate-buffered saline (PBS) for 5–7 min, followed by 4% paraformaldehyde for 5–7 min. Central nervous system (CNS) tissues were dissected and submerged in 4% paraformaldehyde overnight at 4°C, followed by 30% sucrose for >24 h. Brains were embedded in 7.5% gelatin/15% sucrose solution. The gelatin-embedded tissues were submerged in 4% paraformaldehyde overnight at 4°C, followed by 30% sucrose for >24 h, and stored at −80°C after flash frozen by dry ice. The 40-μm thick free-floating brain sagittal sections were prepared using a cryostat (Leica Biosystems, Nussloch, Germany) at −20°C. Tissues were collected serially and stored in 1xPBS with 0.1% sodium azide in 4°C.

#### 2.4.2. Immunohistochemistry

Prior to histological staining, 40-μm thick brain free-floating sections were thoroughly washed with 1xPBS to remove residual sodium azide. Tissues were incubated with 50% methanol/PBS (1:1) at RT, followed by 1xPBS washing. After heat antigen retrieval with heated 10 mM citric acid, 0.05% Tween 20, pH6.0, all tissue sections were permeabilized with 0.3% Triton-X in 1xPBS for 10 min on ice and blocked with 10% normal serum in 1x phosphate-buffered saline with Tween-20 (PBST) for 1 h. Tissues were then incubated with primary antibodies in 1xPBST-2% normal goat serum overnight at 4°C. The next day, tissues were washed and incubated with secondary antibodies in 1xPBST-2% normal serum for 2 h at RT. Sections were mounted on slides, allowed to dry, and cover slipped in fluoromount G (Southern Biotech, Birmingham, AL) for confocal microscopy. The following primary antibodies were used: rabbit anti-neuronal nuclear protein (NeuN; at 1:500 dilution, Cell Signaling Technology, Danvers, MA, cat#12943), rat anti-glial fibrillary acidic protein (GFAP; at 1:500, Thermo Fisher, Rockford, IL, cat# 13–0300), rabbit anti-ionized calcium-binding adapter molecule 1 (IBA1; at 1:1000, Wako Chemicals United States Inc., Richmond, VA, cat# 019–19,741), rabbit anti-glutathione S-transferase pi (GST-pi; at 1:1000, Enzo Life Sciences, Farmingdale, NY, cat#ADI-MSA-102,), mouse anti-parvalbumin (PV; at 1:1000, Swant, Burgdorf, Switzerland, cat# PV235), mouse anti-hemagglutinin (HA; at 1:500, BioLegend, San Diego, CA, cat#901522), and rabbit anti-HA (at 1:1000, Thermo Fisher Scientific, Rockford, IL, cat#MA5-27915). The following secondary antibodies were used at 1:500 dilution for staining the tissues: goat anti-rabbit Alexa Fluor Plus 647 (Thermo Fisher Scientific, Rockford, IL, cat#A32733), goat anti-rat Cy5 (Jackson Immunoresearch, West Grove, PA, cat# 112–175-167), goat anti-mouse- Cy5 (Jackson Immunoresearch, West Grove, PA, cat# 115–175-166), goat anti-rabbit TRITC (Jackson Immunoresearch, West Grove, PA, cat# 111–025-144), and goat anti-mouse- Cy3 (Jackson Immunoresearch, West Grove, PA, cat#115–545-166).

#### 2.4.3. Confocal microscopy and image analysis

Stained sections were examined and imaged using Olympus BX61 DSU fluorescence microscope with a Hamamatsu ORCA-FLASH4.0LT+ SCMOS CAMERA. NeuN and Thy1-MitoCFP images were captured at 243.75 × 243.75 um^2^ with 0.2 μm thickness of 20 stacks. Three images at the cortical region (bregma −3 to 0 mm/ lateral 0 to 1.2 mm/ Layer II-V) have been taken from one animal. All images were taken and processed using the integrated software program Olympus cellSens software version 4. ImageJ (NIH) was used to perform integration and analysis of images.

### 2.5. RNA co-immunoprecipitation, sequencing, and analysis

Mice were exposed to a lethal dose of isoflurane and transcardially perfused with ice-cold 1x PBS for 3–5 min, followed by ice-cold 1% paraformaldehyde-1x PBS for 4–5 min. Cortex were collected and snap-frozen in liquid nitrogen. Tissues were stored at −80°C. Frozen tissues were homogenized on ice using a dounce homogenizer with freshly made homogenization buffer containing: 50 mM Tris–HCl (Invitrogen, Carlsbad, CA) pH 7.5, 100 mM KCl (Thermo Fisher Scientific, Rockford, IL), 12 mM MgCl_2_ (Thermo Fisher Scientific, Rockford, IL), 1% Nonidet P-40 (Roche, Mannheim, Germany), 1 mM Dithiothreitol (DTT; Sigma-Aldrich, St. Louis, MO), 1× Proteinase Inhibitors Cocktail (Sigma-Aldrich, St. Louis, MO), 200 units/mL RNAsin (Promega, Madison, WI), 100ug/ml cycloheximide (Sigma-Aldrich, St. Louis, MO), and 1 mg/mL heparin (Sigma-Aldrich, St. Louis, MO). The homogenates were then centrifuged at 20,000× g, 4°C for 15 min. The supernatant was collected and incubated with pre-washed anti-HA conjugated magnetic beads (Pierce, Rockford, IL) overnight on a rotating wheel at 4°C. After removal of the supernatant, the magnetic beads were washed three times with high salt buffer containing 50 mM Tris (pH 7.5), 300 mM KCl, 12 mM MgCl_2_, 1% Nonidet P-40, 1 mM DTT, and 100 μg/mL cycloheximide. Then, 25 μL of proteinase K (4 mg/mL; Zymo Research, Irvine, CA) was added to the samples and incubated in a 55°C water bath for 30 min. After incubation, 300 μL tri-reagent was added, and the Direct-zol^™^ RNA MiniPrep Plus kit (Zymo Research, Irvine, CA) was used for RNA isolation according to manufacturer’s instructions. RNA quantity and quality were measured using the NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Rockford, IL) and Agilent High Sensitivity RNA ScreenTape System (Agilent, Santa Clara, CA).

The RNA sequencing library was made using the KAPA Stranded RNA-Seq Kit (Kapa Biosystems, Wilmington, MA) which consists of mRNA enrichment, cDNA generation, end repair, A-tailing, adaptor ligation, strand selection, and PCR amplification. Barcoded adaptors were used for multiplexing samples in one lane. Sequencing was performed on Illumina HiSeq3000 for a paired-end 2x50 run. Data quality check was done on Illumina SAV. De-multiplexing was performed with the Illumina Bcl2fastq2 v 2.17 program. These procedures were performed at the UCLA Technology Center for Genomics and Bioinformatics core facility.

Sequencing analyses and production of figures were performed in R (R Core team, 2023).^1^ Qualities of raw sequence data were examined using FastQC,^2^ and Trimmomatic (48) was used for cleaning. The R package “QuasR” (49) was used for the read alignment to the mouse genome (mm10) followed by counting at the gene level. The genes with count numbers less than 1 in more than half of the samples were filtered out. Differentially expressed genes between male control and male EAE, as well as between female control and female EAE mice, were identified with R package “edgeR” (50). A false discovery rate of 0.1 was used as the threshold of differentially expressed genes. Canonical pathway enrichment analysis was performed for differentially expressed genes using ingenuity pathway analysis (QIAGEN, Redwood City).^3^ GO (gene ontology) enrichment analysis was performed using the package “clusterProfiler” in R (51).

### 2.6. Mitochondrial morphology analysis

Quantitative analysis of mitochondrial morphology was conducted using the Mitochondria analyzer plugin for ImageJ (52, 53).^4^ The plugin’s thresholding settings were adjusted as follows: subtract background at 1.25, sigma filter plus at 2, enhance local contrast at 1.4, and block size at 1.05 with a C-value of 11. Subsequently, a comparison was made between the number of mitochondria per volume and the average volume and diameter of mitochondria in both the control and EAE groups.

### 2.7. Isolation of cortical synaptosomes

Mice were deeply anesthetized with isoflurane and perfused transcardially with ice-cold 1× PBS for 1–2 min. Cerebral cortices were dissected out and subjected to a synaptosome isolation method as described by Dunkley et al. (54) and Flynn et al. (55) with slight modifications. Briefly, the cortex was rapidly isolated and rinsed with ice-cold sucrose/EDTA buffer (320 mM sucrose, 1 mM EDTA, and 5 mM HEPES, pH 7.4). It was then transferred to a pre-chilled Dounce glass homogenizer containing 1 mL of homogenizing buffer (320 mM sucrose, 1 mM EDTA, 5 mM HEPES, and 0.25 mM DTT, pH 7.4) and gently homogenized by 10 strokes with pestle A first, followed by 10 strokes with pestle B after the addition of an additional 1 mL of homogenizing buffer. The homogenate was then centrifuged at 1,200 g for 10 min at 4°C. The supernatant was carefully layered on top of a discontinuous Percoll gradient (3, 10, 15, and 23% Percoll in homogenizing buffer) in a 10 mL centrifuge tube and centrifuged at 31,000 g for 5 min at 4°C using a JA-25.50 fixed-angle rotor in a Beckman Avanti J-25 high-speed centrifuge. Synaptosomes were isolated and recovered from the band between the 10 and 15% and the 15 and 23% Percoll layers (Supplementary Figure 1A). The isolated synaptosomes were washed with ice-cold sucrose/EDTA buffer and then diluted into an ionic medium (20 mM HEPES, 10 mM D-Glucose, 1.2 mM Na_2_HPO_4_, 1 mM MgCl_2_, 5 mM NaHCO_3_, 5 mM KCl, and 140 mM NaCl, pH 7.4) for the measurement of respiration. The final synaptosome pellet was then resuspended in an ionic medium, and the protein concentration was measured by the BCA Protein assay (Cat# A53226, Thermo Fisher Scientific, Rockford, IL).

### 2.8. Seahorse respirometry assay

The respirometry assay was performed in the Mitochondrial and Metabolism Core at UCLA. For monitoring respiration, freshly isolated synaptosomal protein in the ionic medium was aliquoted into a 96-well microplate (Seahorse Bioscience, North Billerica, MA) coated with a 1:15,000 diluted polyethyleneimine (PEI). For intact respirometry, 8 μg per well of synaptosomal protein was loaded; for permeabilized synaptosomes, 6 μg per well was loaded for complex I substrates (pyruvate and malate) and 4 μg per well for complex II substrate (succinate with rotenone). The plate was centrifuged at 3,400 g for 20 min at 4°C. Then, the medium was replaced with 175 μL Seahorse incubation Medium [3.5 mM KCl, 120 mM NaCl, 1.3 mM CaCl_2_, 0.4 mM KH_2_PO_4_, 1.2 mM Na_2_SO_4_, 10 mM Glucose, 2 mM Pyruvate, 2 mM MgSO_4_, 5 mM HEPES, and 0.05% (w/v) bovine serum albumin (BSA), pH 7.4] for intact respirometry. For permeabilized synaptosomes, the samples were washed once with MAS (70 mM sucrose, 220 mM mannitol, 5 mM KH_2_PO_4_, 5 mM MgCl_2_, 2 mM HEPES, 1 mM EGTA, and 0.05% fatty acid-free BSA, pH 7.2) and brought to a final volume of 150 μL per well containing 4 mM ADP, 3 nM recombinant perfringolysin O (rPFO), and either 5 mM pyruvate and 5 mM malate for complex I or 5 mM succinate and 2 μM rotenone for complex II. The microplate was incubated and loaded into the Seahorse XF96 extracellular flux analyzer (Agilent, Santa Clara, CA). During measurement in intact synaptosomes, four compounds were injected in the following order: oligomycin A (3 μM), FCCP (2 μM), and antimycin A in combination with rotenone (2 + 2 μM), all at final concentrations.

All experiments were performed at 37°C. The protocol for the measurement of oxygen consumption rate (OCR) is as previously described (56). A minimum of three technical replicates were performed in each measurement.

Synaptosome isolation and the respirometry assay were performed for 3 days from EAE day 42 to 44 in the first experiment and for 4 days from EAE day 42 to 45 in the second experiment. Each procedure day had *n* = 2 per group from each group. The absolute OCR was normalized by the controls for each day to account for day-to-day variability in OCR. A minimum of 6 mice per group per experiment were used as biological replicates for each measurement to determine statistical differences per disease.

### 2.9. Electron microscopy

In the study, 50 μg synaptosomes were fixed in 2.5% glutaraldehyde and 2% formaldehyde in 0.1 M sodium cacodylate buffer for 1 h. After wash, samples were embedded in 4% agarose gel and post-fixed in 1% osmium tetroxide. After wash, samples were dehydrated through a graded series of ethanol concentrations and propylene oxide. After infiltration with Eponate 12 resin, the samples were embedded in fresh Eponate 12 resin and polymerized at 60°C for 48 h. Ultrathin sections of 70 nm thickness were prepared and placed on former carbon-coated copper grids and stained with uranyl acetate and lead citrate. The grids were examined using a JEOL 100CX transmission electron microscope at 60 kV, and images were captured by an AMT digital camera (Advanced Microscopy Techniques Corporation, model XR611; Electron Microscopy Core Facility, UCLA Brain Research Institute).

### 2.10. SDS–PAGE and western blotting

Whole cortical lysate or synaptosome fraction were diluted in 4x Laemmli Sample Buffer (Bio-Rad, Hercules, CA, #1610747) with a supplement of DTT to a final concentration of 50 mM and were denatured by boiling for 5 min. For the detection of mitochondrial oxidative phosphorylation system (OXPHOS) proteins, instead of boiling, the samples were incubated at 37°C for 5 min. In the study, 5 μg of total protein were loaded into 4–15% Mini PROTEAN TGX precast gels (Bio-Rad, Hercules, CA, #4561084), and gel electrophoresis was performed in Mini-PROTEAN Tetra Vertical Electrophoresis Cell (Bio-Rad, Hercules, CA, #165–8004) under constant voltage at 200 V for 30 min.

Proteins were transferred to nitrocellulose membrane (pore size: 0.2um, GE Healthcare Life science, Little Chalfont, United Kingdom, #10600004) in Mini-PROTEAN^®^ Mini Trans-Blot^®^ Module (Bio-Rad, Hercules, CA, #170–3935) under 400 mA constant current for 45 min at 4°C. Blots were blocked with 1% nonfat dry milk in 1xPBST and incubated with primary antibodies diluted in 1% nonfat dry milk /PBST overnight at 4°C. The next day, blots were washed 3 × 5 min in 1xPBST, probed containing HRP-conjugated secondary antibodies (1:10,000, Thermo Fisher Scientific, Rockford, IL, #G-21234 and #31430), diluted in 1xPBST for 2 h at room temperature, and rinsed again for 3 × 5 min in 1xPBST. Detection was achieved using Clarity™ Western ECL Substrate (BioRad, Hercules, CA, #1705060) and imaged by Azure c300 (Azure Biosystems, Dublin, CA). The following primary antibodies were used: mtOXPHOS cocktail (at 1:250, for combined ATP synthase F1 subunit alpha (ATP5B), ubiquinol cytochrome c reductase core protein 2 (UQCRC2), cytochrome c oxidase I, mitochondrial (MTCO1), succinate dehydrogenase complex, subunit B (SDHB), and NADH:ubiquinone oxidoreductase subunit B8 (NDUFB8) detections, Abcam, Waltham, MA, cat#ab110413), mouse anti-β-actin (at 1:3000, Cell Signaling Technology, Danvers, MA, cat#3700), mouse anti-postsynaptic density protein 95 (PSD95; at1:1000, BioLegend, San Diego, CA, cat#810301), mouse anti-glutamate receptor 2 (GLUR2; at 1:100, Biolegend, cat#810501), rabbit anti-GST-pi (at 1:500, Enzo Life Sciences, Farmingdale, NY, cat#ADI-MSA-102), and rabbit anti-voltage-dependent anion channel ½ (VDAC1/2; at 1:500, Proteintech, Rosemont, IL, cat# 10866-1-AP).

### 2.11. Statistical analysis

Mice were randomly assigned to experimental groups. Investigators were blinded to group allocation during data collection and analysis. Points represent individual animals. For all box-and-whisker plots, the center represents the median, the boxes represent the interquartile range, and the whiskers represent the highest and lowest values excluding outliers. Prism 9 (GraphPad) was used for all histological and respirometry data analysis. The statistical difference between groups was determined using the Mann–Whitney *U*-test. Statistical significance was reported as a *p < 0.05; **p < 0.01; *** *p* < 0.001; and ****p < 0.0001.

### 2.12. Data availability

Datasets generated in this study are available in the GEO (Gene Expression Omnibus)^5^ under the accession number GSE239455.

## 3. Results

### 3.1. Decreased neurons in the cerebral cortex in male mice with chronic experimental autoimmune encephalomyelitis and sex differences in the transcriptome of cortical neurons

A decrease in neurons in cortical layer V of the cerebral cortex during chronic EAE has been described in a previous study (36). Whether there is a sex difference in this loss of cortical neurons during chronic EAE remains unknown. Here, immunostaining of neurons (NeuN^+^) was done on cerebral cortex tissues from male and female mice with chronic EAE (1st experiment EAE day 47; 2nd experiment EAE day 44) and from healthy age- and sex-matched controls. As expected, there was no sex difference in EAE walking scores in the C57BL/6 model (Supplementary Figure 1). The average day of onset was a mean of 15.25 in the 1st experiment (15.63 in female mice; 14.83 in male mice) and 14.47 in the 2nd experiment (14.90 in female mice; 13.86 in male mice), maximum scores (scale of 0 to 5) were 4.0 in the 1st experiment (4.0 in female mice; 4.0 in male mice) and 4.5 in the 2nd experiment (4.5 in female mice; 4.5 in male mice), and average scores over all days were 2.09 in the 1st experiment (1.98 in female mice; 2.20 in male mice) and 2.18 in the second experiment (2.04 in female mice; 2.39 in male mice). Despite no sex difference in standard EAE walking scores, the degree of cortical neuron loss in male mice with EAE compared to healthy male mice was more pronounced than in female mice with EAE compared to healthy female mice (Figure 1A; Supplementary Figure 2).

**Figure 1:**
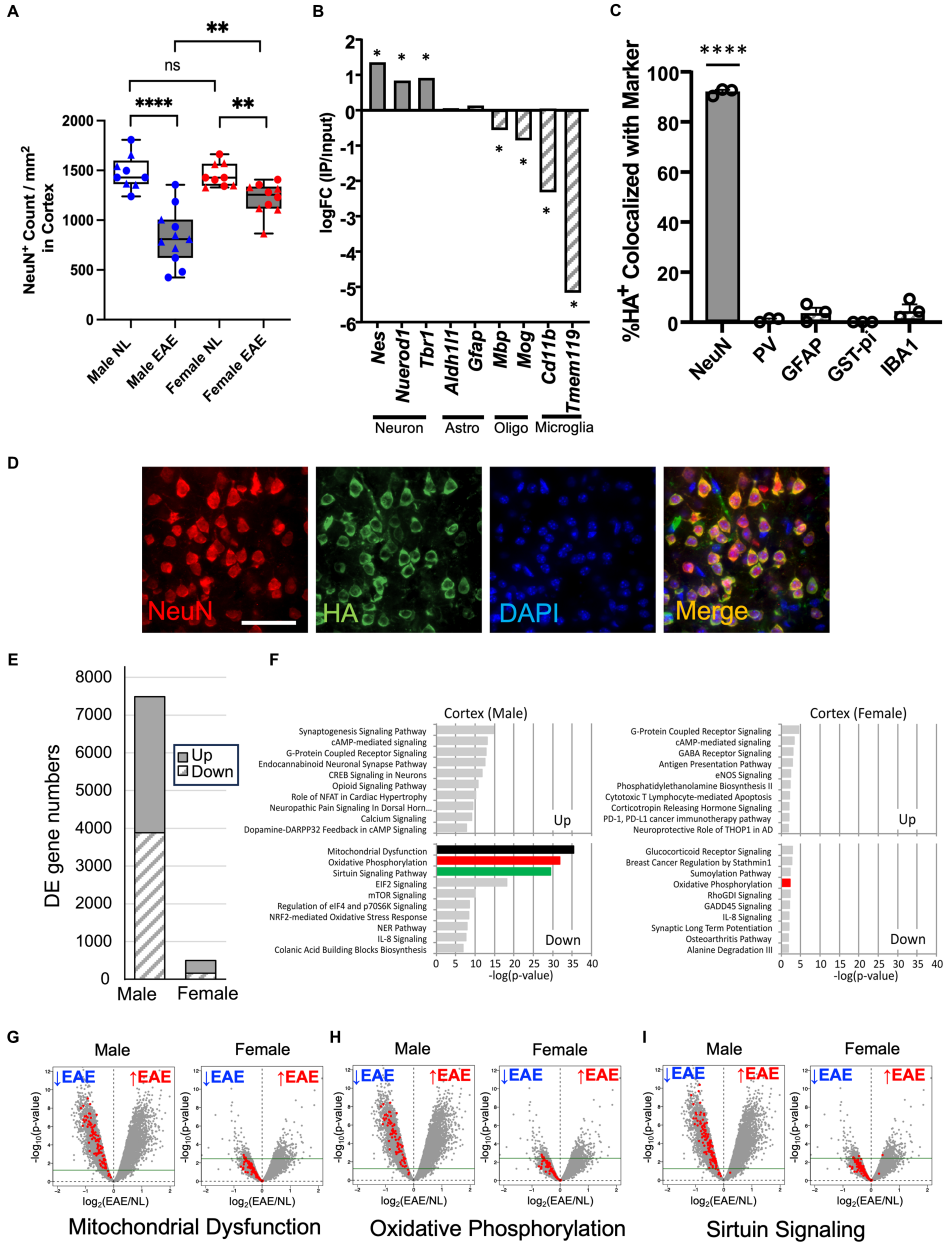
Worse neuronal loss in the cerebral cortex in male mice with chronic EAE and sex differences in the neuron-specific transcriptome. **(A)** Quantification of NeuN^+^ cortical neurons from healthy age- and sex-matched controls (NL, white) and EAE (EAE, gray), with male mice represented in blue and female mice in red. Data from two separate experiments (circle: 1st experiment, triangle: 2nd experiment). EAE showed a significant decrease of NeuN^+^ number as compared to control in male (*p* < 0.0001) and female mice (*p* = 0.0014). Additionally, male mice showed a significant decrease in NeuN^+^ number compared to female mice in EAE (*p* = 0.0028) but not in controls (*p* = 0.5919; *n* = 11 mice in EAE, *n* = 9 mice in control; **** *p* < 0.0001, **p < 0.01). *p*-values were calculated by the Mann–Whitney *U*-test. **(B)** RNA enrichment analysis. In immunoprecipitated RNA samples from FIGURE 1 (Continued)NSE-Cre:RiboTag mice, neuronal markers (*Nestin*, *NeuroD1*, and *Tbr1*) were enriched, while astrocytes (*Aldhl1l* and *Gfap*), oligodendrocytes (*Mbp* and *Mog*), and microglia genes (*Cd11b* and *Tmem119*) showed no enrichment. Asterisks: FDR < 0.1 (edgeR). **(C)** Quantification of HA co-localization with NeuN^+^ (neurons), PV^+^ (interneurons), GFAP^+^ (astrocytes), GST-pi^+^ (oligodendrocytes), and IBA1^+^ cells (microglia/macrophages). *n* = 3, error bars represent SEM. **** *p* < 0.0001. *p*-values were calculated by the one-sample *t*-test. **(D)** Representative 40× images of NeuN (red), HA (green), and DAPI (blue) in a merged form showing co-localization (yellow), all from the cerebral cortex of NSE-Cre:RiboTag mice. Bar = 40um. **(E)** Differentially expressed gene (DE gene) numbers comparing EAE male mice with control male mice and EAE female mice with control female mice. FDR < 0.1, logFC<−0.25 or 0.25 < logFC. EAE *n* = 5 (male) or *n* = 4 (female) and control *n* = 4 (male) or *n* = 4 (female). **(F)** Top 10 canonical pathways for upregulated and downregulated genes in male EAE mice compared to male control mice (left) and female EAE mice compared to female control mice (right; FDR < 0.1, logFC<−0.25 or 0.25 < logFC). Downregulated genes in EAE male mice were enriched in mitochondrial dysfunction (black), oxidative phosphorylation (red), and sirtuin signaling (green) pathways. Pathways are shown in a descending order of significance. **(G–I)** Volcano plots to visualize the genes in mitochondrial dysfunction **(G)**, oxidative phosphorylation **(H)**, and sirtuin signaling **(I)** pathways, within each volcano panel male EAE mice compared to male control mice (left) and female EAE mice compared to female control mice (right). Green line: FDR = 0.1.

Changes in gene expression in cortical neurons during chronic EAE in each sex were then investigated using RiboTag technology (8, 43). NSE-Cre mice were crossed with RiboTag mice (NSE-Cre:RiboTag) to generate mice expressing HA-tagged ribosomal protein specifically in neurons. Cerebral cortex tissues were acquired, and neuron-specific RNAs were isolated. The specificity of HA labeling in NSE-Cre:RiboTag mice was confirmed through RNA-seq analysis (Figure 1B) and immunostaining (Figures 1C,D). At the RNA level, neuronal genes (*Nestin*, *NeuroD1*, and *Tbr1*) were enriched in the immunoprecipitated neuronal RNA, whereas astrocytes (*Aldhl1l* and *Gfap*), oligodendrocytes (*Mbp* and *Mog*), and microglia genes (*Cd11b* and *Tmem119*) were not enriched (Figure 1B). At the protein level, HA staining co-localized with the neuron marker (NeuN), while there was no significant co-localization with other CNS cell markers: parvalbumin-expressing interneurons (PV), astrocytes (GFAP), oligodendrocytes (GST-pi), or microglia/macrophages (IBA1; Figures 1C,D). These results validated the neuron-specificity of RNAs isolated from the cerebral cortex of NSE-Cre:RiboTag mice.

Genome-wide transcriptome analyses were then carried out on neuron-specific RNAs from male and female NSE-Cre: RiboTag mice with chronic EAE, as well as from age- and sex-matched healthy controls. 

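RNA pulled down with tagged ribosomes of cortical neurons was read in 17 mice, 1 library per mouse: 4 male control, 5 male EAE, 4 female control and 4 female EAE mice. In these mice Cre recombinase, driven by the promoter of the neuronal enzyme gene Eno2 (NSE), adds an HA tag to the ribosomal protein Rpl22, and the tag is used to pull down ribosomes with the RNA they carry. Genes of the sex chromosomes separated the groups by sex. Ddx3y (ENSMUSG00000069045), a Y-linked RNA helicase, had 17.7 ± 3.47 CPM (counts scaled to library size; SD, n = 4) in male control and 20.4 ± 2.12 CPM (SD, n = 5) in male EAE mice. It was listed at 0 in all 8 female libraries, where 3 counts, the floor taken for a count of 0, would be 0.0453 CPM in the smallest library. Eif2s3y, Uty and Kdm5d, other Y-linked genes, were also listed at 0 in every female library. Xist, the RNA that silences an X chromosome, had 38.0 ± 14.0 CPM (SD, n = 4) in female control and 40.7 ± 11.0 CPM (SD, n = 4) in female EAE mice, against a mean of 0.0499 CPM in male control and 0.0748 CPM in male EAE mice. Over the 17 libraries Mbp of oligodendrocytes had a median of 4000 CPM, the astrocyte transporter Slc1a2 2770 CPM and mt-Co1 of the mitochondrial genome 533 CPM. RNA before the pull-down was not analysed here. The values therefore do not show in which cells an RNA changed, or that it was bound to the tagged ribosomes.
The authors demultiplexed the reads, trimmed them, aligned them to mm10 and counted them per Ensembl gene with QuasR. Total counts ranged from 85800542 to 98433383 in male control, 70613567 to 76768267 in male EAE, 83664876 to 92822398 in female control and 66155142 to 86691316 in female EAE mice. The totals were lower in EAE than in control mice without overlap in males (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 mice against 4 allow), while in females the exact test gave p = 0.0571. Floors and counting intervals cover counting error only, since reads without molecular identifiers are not independent molecules. EdgeR's quasi-likelihood test was fitted with 1 mean per group and TMM normalization to the 22242 genes that the paper's own filter keeps, those with at least 1 count in most of the libraries. Genes past a false discovery rate (FDR) of 0.1 and a log2 fold change of 0.25 in either direction were called differentially expressed. The first principal component held 68% of the variance of 13470 genes and separated male EAE from male control mice (26.4 ± 13.8, SD, n = 5, against -26.1 ± 24.2, SD, n = 4, exact permutation p = 0.00794, two-sided), while female EAE and female control mice overlapped (11.1 ± 20.7, SD, n = 4, against -18.0 ± 19.2, SD, n = 4, exact permutation p = 0.114, two-sided).

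**Figure D1:**
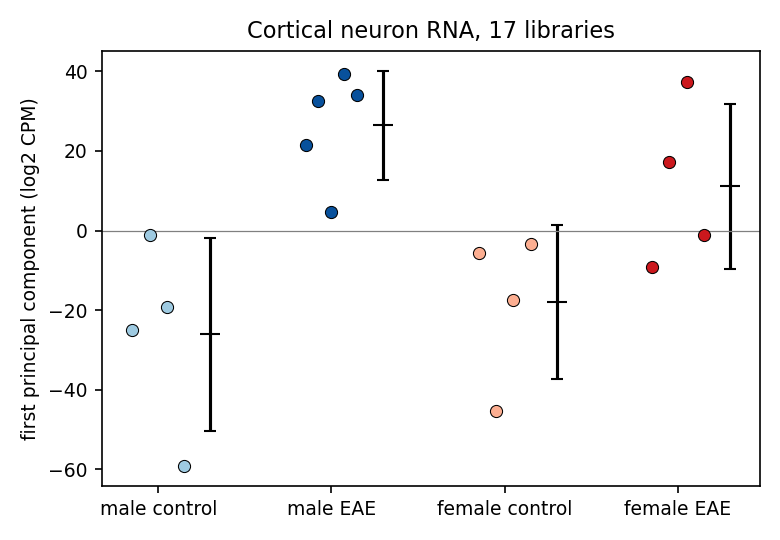
Score of each mouse on the first principal component of log2 CPM (vertical axis, no unit) by group, with the mean and SD of each group. All 5 male EAE mice lie above all 4 male control mice, and the female groups overlap.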

In male mice with EAE as compared to male controls, 7,487 genes were differentially expressed (upregulated 3,601, downregulated 3,886), while female mice with EAE compared to female controls showed only 495 genes differentially expressed (upregulated 336, downregulated 159; FDR < 0.1, logFC<−0.25 or 0.25 < logFC; Figure 1E). 

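Among genes called in male mice with a mean log2 CPM above 1 and no overlap between EAE and control mice, the largest rises and falls included the following. Igha (ENSMUSG00000095079), which encodes the heavy chain of immunoglobulin A, rose from 0.0433 ± 0.0625 CPM (SD, n = 4) to 25.6 ± 36.6 CPM (SD, n = 5). Igkc, an antibody light chain, and Jchain, which joins antibody units, rose with it (log2 fold changes of 9.05 and 5.31). Igkc is on the list of markers of T and B cells and ranged from 0.0127 to 93 CPM over the 17 libraries. Whether RNA of such immune genes came from neurons or from other cells was not tested. Cd74, the invariant chain of major histocompatibility complex (MHC) class II, rose by 2.35 on the log2 scale and the complement gene C4b by 1.82. Pde10a, a phosphodiesterase that breaks down cyclic nucleotides, is on a list of 10 striatal markers of which 5 rose. It went from 29.4 ± 2.77 CPM (SD, n = 4) to 93.4 ± 39.0 CPM (SD, n = 5). The serotonin receptor Htr2a, the vesicle protein Sv2c and the peptidase Mme had log2 fold changes of 1.97, 1.84 and 1.65. Falls included Tst, a mitochondrial sulfurtransferase (154 ± 58.2 CPM, SD, n = 4, to 59.7 ± 12.7 CPM, SD, n = 5), Jph2 and Nupr1. Also lower were Id1, an inhibitor of DNA binding (17.2 ± 8.61 to 6.73 ± 0.605 CPM, SD, n = 4 and 5), and Lars2, the mitochondrial leucyl-tRNA synthetase (729 ± 244 to 281 ± 89.4 CPM, SD, n = 4 and 5). For each of these genes every male EAE library lay on the same side of every male control library, and the adjusted p from edgeR was between 0.00418 and 0.0075.
In female mice the calls included genes of the immune response. Igha and Igkc rose by 8.53 and 6.67 on the log2 scale and the class II genes H2-Aa and H2-Ab1 by 3.42 and 3.08. The class I gene H2-D1 rose from 21.6 ± 1.59 CPM (SD, n = 4) to 59.1 ± 14.7 CPM (SD, n = 4). The interferon-induced sensor Zbp1, the homeobox gene En2 and the predicted gene Gm12966 were also higher. The 5 genes that fell were Igfbp2, which binds insulin-like growth factors (88.8 ± 33.3 to 41.8 ± 4.11 CPM, SD, n = 4), Prph, Lfng, Kirrel2 and Htra1, with log2 fold changes of -1.09, -0.98, -0.85, -1.09 and -0.65. En2, Zbp1 and Gm12966 were named after their values were seen, to complete the list of 13.
By edgeR, 8813 of the 22242 genes tested were differentially expressed in male mice (4277 upregulated, 4536 downregulated) and 13 in female mice (8 upregulated, 5 downregulated; adjusted p between 0.0654 and 0.0868). At an unadjusted p under 0.05 there were 9801 genes in males and 4415 in females. Groups did not overlap for 24.4% of genes in males and for 7.43% in females. Chance gives 1.59% and 2.86% as means over all divisions of the libraries. Genes vary together, with 68% of the variance on 1 component, so the share in a single division can lie far from these means. The spread of the chance share was not computed, so these shares do not test an effect of EAE. The female number depended on the test and on single libraries: DESeq2 called 1354 genes, edgeR's likelihood ratio test 639, edgeR's exact test 373, a fit to each sex alone 36 and limma voom 0. By edgeR it was 0 without male control 1, female control 2, female control 3, female EAE 1 or female EAE 3, 1 without female control 4, 2 without male control 3 and 6 without male EAE 1 or female EAE 4. It was 47 without male control 4, 86 without male EAE 3 and 177 without female control 1. Where it was 0, between 2143 and 5563 genes had an unadjusted p under 0.05. Without both male control 4 and female control 2, the controls farthest out on the first component, a choice made after seeing the data, 6463 genes were called in males and 0 in females, where 2847 had an unadjusted p under 0.05. With 1 surrogate variable in the model, 9 genes were called in males and 53 in females.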

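In male mice with EAE, the nuclear genes of the respiratory chain and of ATP synthase were lower than in male controls. Of 78 measured genes of oxidative phosphorylation 63 fell and none rose (66 fell when adjusted over the list alone), with a median log2 fold change of -0.67. Ndufa2 (ENSMUSG00000014294, chromosome 18 of GRCm38 from 36742332 to 36744557), a subunit of complex I, fell from 89.2 ± 32.8 CPM (SD, n = 4) to 41.9 ± 6.51 CPM (SD, n = 5), a log2 fold change of -1.09 (standard error 0.222, adjusted p = 0.00541 from edgeR). Cox4i1, a subunit of complex IV, fell from 339 ± 88.7 CPM (SD, n = 4) to 183 ± 30.2 CPM (SD, n = 5), and Uqcr11 of complex III and Atp5j2 of ATP synthase had log2 fold changes of -1.05 and -1.11 (-0.73 for Atp5j2 without male control 4). With a gene length offset the median of the 78 genes was -0.39, and Ndufa2, Uqcr11 and Cox4i1 fell by 0.68, 0.64 and 0.56. Uqcrc2 of complex III and Atp5a1 of ATP synthase did not pass the test (log2 fold changes of -0.04 and -0.17).
By complex, 28 of 36 measured genes fell in complex I, 3 of 4 in complex II, 8 of 9 in complex III, 11 of 12 in complex IV and 13 of 17 in complex V, with medians of -0.58, -0.50, -0.62, -0.75 and -0.68, and none rose. Of 21 genes of the tricarboxylic acid cycle, which feeds electrons to the chain, 13 fell and 1 rose, among the falls Idh2 (-1.04) and Suclg1 (-0.52). Of 9 measured genes of the mitochondrial genome 1 passed the test, mt-Nd4 at -0.89 (adjusted p = 0.0543 from edgeR). It did not pass without male control 1 (0.108), male control 4 (0.167), male EAE 2 (0.109), male EAE 4 (0.103) or male EAE 5 (0.109), nor with a gene length offset (0.165). Whether RNA of the mitochondrial genome was bound to the tagged ribosomes was not tested. Of 17 sirtuins and their mitochondrial partners 4 fell and 2 rose: Sirt3, a deacetylase of mitochondrial enzymes, fell by 0.47, and Sirt1, a nuclear deacetylase, and Foxo3, a transcription factor it acts on, rose by 0.50 and 0.43 (0.29 for Sirt1 with a GC offset, 0.27 for Foxo3 with a gene length offset).
Among all 55 lists, camera from limma gave an adjusted p of 2.42e-16 for oxidative phosphorylation in males (adjusted p = 0.383 with an estimated correlation and 0.937 with 1 surrogate variable). It gave 0.00112 for the tricarboxylic acid cycle (also 0.383 with an estimated correlation), 0.124 for sirtuins (0.0103 by fry) and 0.112 for the mitochondrial genome (0.00819 with a GC offset). With 1 surrogate variable the mitochondrial genome turned to a rise (median 0.373, camera adjusted p = 0.0348). The score of the oxidative phosphorylation genes, the mean of their log2 CPM centred over all libraries, was 0.294 ± 0.305 (SD, n = 4) in male control and -0.304 ± 0.145 (SD, n = 5) in male EAE mice without overlap (exact permutation test, p = 0.00794). Markers of astrocytes fell in the same libraries, 9 of 12 with a median of -0.54, S100b by 1.31 and Sox9 by 0.76 (camera adjusted p = 0.000493, 0.383 with an estimated correlation). The slope of log2 CPM on gene length also separated male EAE from male control mice (exact permutation p = 0.00794).

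**Figure D2:**
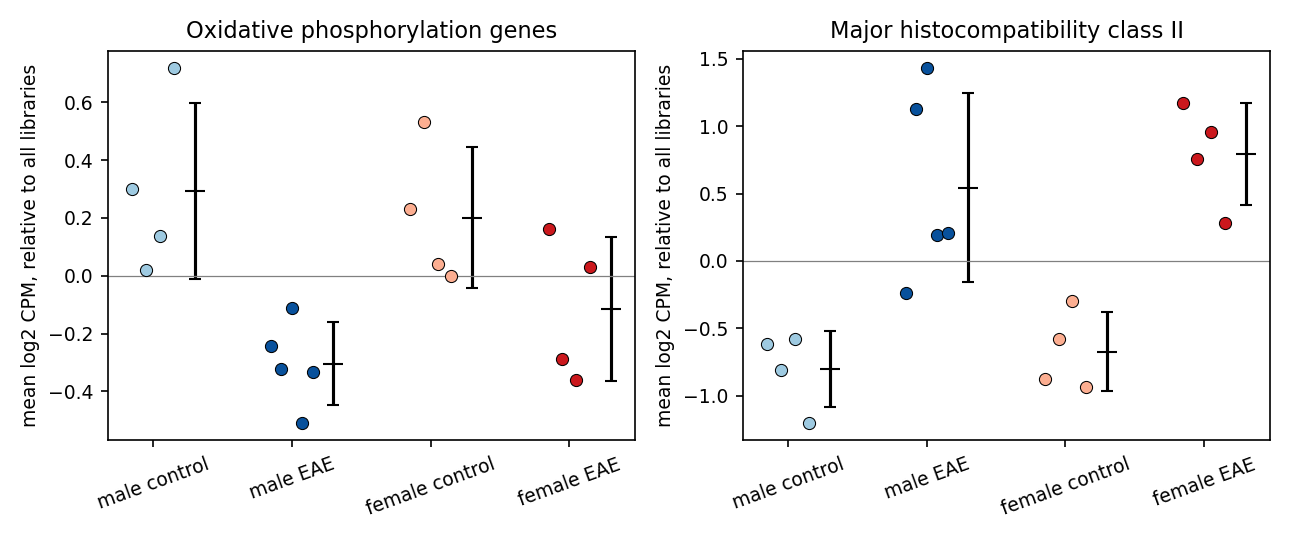
Score of the oxidative phosphorylation genes and of the MHC class II genes (vertical axes, mean log2 CPM centred over all libraries) for each mouse by group, with mean and SD. The scores of oxidative phosphorylation of the 5 male EAE mice, from -0.508 to -0.112, all lie below those of the 4 male control mice, from 0.0207 to 0.717.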

A canonical pathway analysis (Ingenuity Pathway Analysis)^6^ revealed that the top three pathways showing the most enrichment in male mice during EAE were the mitochondrial dysfunction, oxidative phosphorylation, and sirtuin signaling pathways, with each downregulated (Figure 1F). In contrast, female mice showed less significant enrichment of pathways during EAE. 

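In female mice with EAE, gene groups of antigen presentation and of the response to interferon were higher than in female controls. The 16 genes of MHC class I and antigen processing had a median log2 fold change of 1.19 and the 7 class II genes of 1.25, with H2-D1 called in the first group and H2-Aa and H2-Ab1 in the second (13 and 5 rose and 1 and 0 fell when adjusted over the list alone). The 27 interferon-stimulated genes, such as the GTPase gene Iigp1 (4.03, adjusted p = 0.131) and Oasl2 (2.48, adjusted p = 0.131 from edgeR), had a median of 1.06, and 1 was called (19 rose when adjusted over the list alone). Markers of T and B cells had a median of 2.64 over 12 genes, with Igkc called (6 rose when adjusted over the list alone). Several of these markers lay near the floor of 3 counts. Cd3d, Cd3e and Cd79b had medians of 0.0231, 0.0862 and 0.0221 CPM over the 17 libraries, while Cd4 and Ighm had 24.9 and 72.3 CPM. In male mice with EAE 12 of 16 class I genes, 14 of 27 interferon-stimulated genes, 5 of 7 class II genes and 5 of 12 markers of T and B cells rose. Among them were Iigp1, H2-Q7 and Cd3e at log2 fold changes of 3.72, 3.42 and 3.42 (2.46, 2.26 and 2.26 without male EAE 3).
By camera, 33 of 55 lists passed an adjusted p of 0.05 in females, against 39 in males. The values in females were 1.78e-07 for class I, 0.000174 for class II, 9.74e-12 for interferon-stimulated genes and 8.34e-06 for T and B cells. Each of these 4 scores was higher in all 4 female EAE than in all 4 female control mice (exact permutation p = 0.0286 for each, the smallest that 4 mice against 4 allow). With these permutation p values adjusted over the 55 lists, 0 scores passed 0.05 in females and 37 in males. In males the camera values were 0.00516, 0.00829, 0.000955 and 0.0128. Over genes with a mean log2 CPM above 1, class I (0.246), interferon-stimulated genes (0.0692) and T and B cells (0.133) no longer passed in males, and interferon-stimulated genes did not pass by fry (0.0707) nor T and B cells without male control 2 (0.0528). With an estimated correlation no list passed in either sex (smallest adjusted p = 0.383 in males and 0.506 in females). Fry passed 36 lists in males and 0 in females, and Fisher's exact test 30 and 1.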

Male-specific downregulation of mitochondria-related genes was further confirmed in the additional gene set enrichment analysis using GO (Gene Ontology) database, while female mice showed almost no significant enrichment (Supplementary Figure 3). 

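Genes of the making and import of mitochondrial proteins were lower in male EAE mice. Of 77 measured genes of the mitochondrial ribosome 56 fell and none rose (57 fell when adjusted over the list alone), and of 20 import genes 16 fell and 2 rose (17 and 3 when adjusted over the list alone). Mrpl52, a protein of the large mitochondrial subunit, fell by 1.28 on the log2 scale and Mrps26 of the small subunit by 0.65. Timm13 and Timm9, chaperones of the space between the mitochondrial membranes, fell by 1.01 and 0.83. In female mice none of these genes was called by edgeR, and the medians were -0.26 for the mitochondrial ribosome and -0.33 for import, against -0.48 and -0.58 in males.
Groups outside mitochondria fell as well in males: 64 of 84 cytosolic ribosomal protein genes (Rpl32 by 1.13, Rpl14 by 1.08), 22 of 31 proteasome genes (Psmd4 by 0.85) and 16 of 36 translation initiation factors (Eif1b by 0.77, 0.42 with a gene length offset). So did 12 of 16 genes of glycolysis (Aldoc, which is also on the list of astrocyte markers that fell, from 2662 ± 910 CPM, SD, n = 4, to 1284 ± 301 CPM, SD, n = 5), 13 of 20 antioxidant genes (Prdx6 by 1.17, Sod1 by 0.85) and 11 of 23 genes of heat shock and protein folding stress (Ddit3 by 0.96). Adjusted over the list alone these counts were 69, 23, 16, 12, 13 and 12. Rises in the same groups were 1, 0, 2, 0, 1 and 0 genes.
The camera adjusted p in males was 1.11e-12 for the mitochondrial ribosome, 5.32e-05 for import, 5.68e-15 for cytosolic ribosomal proteins and 8.09e-09 for the proteasome. It was 0.000609 for initiation factors, 0.000675 for glycolysis, 0.000614 for antioxidant genes and 0.000615 for heat shock (each adjusted p = 0.383 with an estimated correlation). In females it was 3e-10, 0.000733, 4.95e-09 and 2.68e-06 for the first 4 of these lists (adjusted p from 0.506 with an estimated correlation). With 1 surrogate variable these 4 lists did not pass in females (camera adjusted p = 0.523, 0.768, 0.696 and 0.307). In males the mitochondrial ribosome then had a median of 0.00848 (camera adjusted p = 0.755), and 2 genes in all were called lower. Of the 231 genes on lists of mitochondria, 154 fell and 8 rose in males. By edgeR's quasi-likelihood test 0 were called in females and 0 for the difference between the sexes.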

Volcano plots showing the expression of genes in each of the top three pathways most enriched in male mice are shown for both sexes (see Figures 1G–I). In contrast to EAE male mice, the majority of pathway genes in EAE female mice were below the threshold (FDR = 0.1) and not significantly different when comparing EAE to the sex-matched healthy control.

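In female EAE mice, the genes of oxidative phosphorylation moved in the direction seen in males but none was called by edgeR over all genes tested. The median log2 fold change of the 78 genes was -0.33, and 29 fell when adjusted over the list alone, 13 of them in complex I, 4 in complex III and 7 in complex IV. Ndufa2 had 80.8 ± 23.6 CPM (SD, n = 4) in female control and 51.9 ± 14.4 CPM (SD, n = 4) in female EAE mice (log2 fold change -0.64, adjusted p = 0.196 from edgeR, 0.0993 from DESeq2). Uqcr11 had -0.66 (adjusted p = 0.198, 0.0996 from DESeq2) and Cox4i1 -0.45 (adjusted p = 0.217). Among sirtuins and their partners, the median was -0.03, with Sirt3 at -0.29 (adjusted p = 0.201) and Sirt1 at 0.43 (adjusted p = 0.193, 0.0876 from DESeq2). The genes of the mitochondrial genome had a median of -0.60 in females, where camera gave an adjusted p of 0.0244. This did not pass without female control 2 (0.11), female control 3 (0.278) or female EAE 4 (0.183), nor with an estimated correlation (0.518), a gene length offset (0.0688) or fry (0.281).
Camera gave an adjusted p of 2.54e-10 for oxidative phosphorylation in females (0.506 with an estimated correlation, 0.768 with 1 surrogate variable, 0.215 by fry and 1 by Fisher's exact test). The scores of female EAE and female control mice overlapped (exact permutation test, p = 0.143). Of the genes named here, 4 passed with DESeq2 and not with edgeR's quasi-likelihood test: Ndufa2, Uqcr11, Sirt1 and Suclg1 (-0.35, adjusted p = 0.0824).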

Together, transcriptome changes in cortical neurons during chronic EAE were robust in male mice and minimal in female mice, and differences in expression of mitochondria-related genes were primarily responsible for this sex difference.

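The changes in the 2 sexes ran in the same direction for most genes. Of the 8813 genes called in males, 8377 (95.1%) had the same sign in females, with a median change of 0.558 in males and 0.293 in females on the log2 scale, and 12 of the 13 genes called in females were also called in males. The male log2 fold changes also correlated across genes at r = 0.886 with the first axis within the female groups. A chance difference between female mice along that axis could give the same signs, so this agreement alone does not show a shared response to EAE. The genes with the smallest p for a difference included Junb and Gadd45b. Junb, a transcription factor and immediate early gene, which neurons switch on with activity, went from 313 ± 80.2 to 185 ± 46.1 CPM (SD, n = 4 and 5) in males and from 123 ± 16.1 to 206 ± 53.4 CPM (SD, n = 4 each) in females. Its p for the difference was 4.21e-05 from edgeR (adjusted p = 0.468, 0.00463 from DESeq2). Gadd45b, a stress-induced regulator, had log2 fold changes of -0.87 in males (-0.56 with a gene length offset) and 0.02 in females, and the p for the difference was 3.14e-05 from edgeR (adjusted p = 0.468, 0.00463 from DESeq2). Genes on lists of mitochondria made up 1.84% of the genes called in males and 1.04% of the genes tested. Of them 66.7% were lower in males, against 20.4% of all genes tested, and there were 4382 lower and 4269 higher genes on none of those lists.
No gene passed edgeR's quasi-likelihood test of a difference in the response to EAE between the sexes (smallest adjusted p = 0.468). There were 933 genes (4.19%) at an unadjusted p under 0.05, and DESeq2 called 3 genes, edgeR's likelihood ratio test 4 and limma voom 0. Camera on the difference passed 27 of 55 lists, with oxidative phosphorylation lower in males by a median of -0.31 (adjusted p = 1.02e-08 from limma). The value was 0.706 with an estimated correlation, 0.992 in the other direction with 1 surrogate variable, 0.619 by fry and 1 by Fisher's exact test. Without male control 4 the lists numbered 15, and the exact permutation p of the oxidative phosphorylation score was 0.231. Across genes, which are not independent replicates, the log2 fold changes of the 2 sexes had r = 0.453 and rho = 0.596, and r = 0.839 over genes with a mean log2 CPM above 1. Taking its transcriptome results together, the paper concludes that the change in cortical neurons is robust in male and minimal in female mice and that mitochondria-related genes are mainly behind this sex difference.

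**Figure D3:**
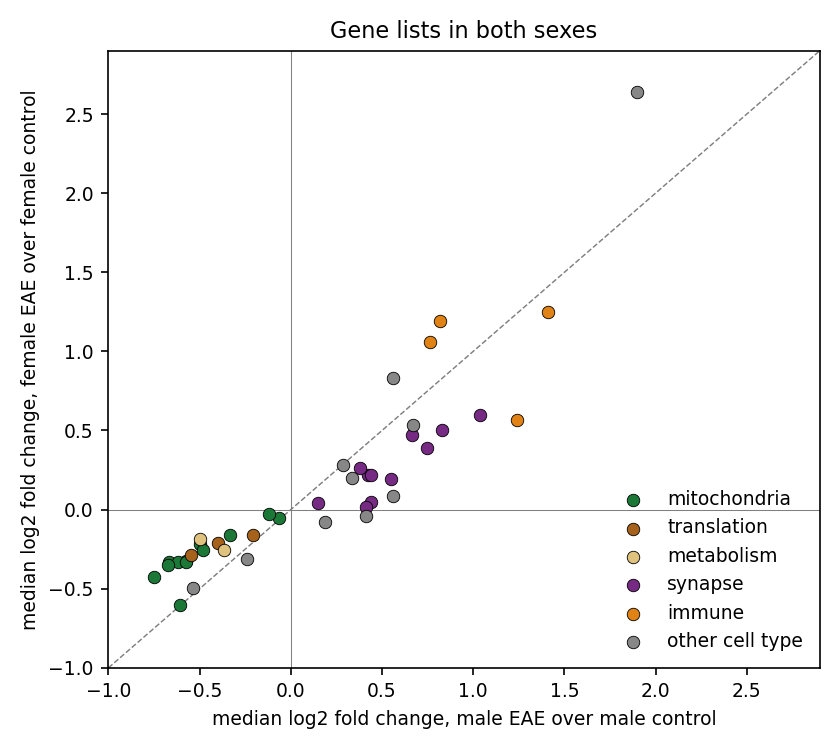
Median log2 fold change of EAE against control for each list in males (horizontal axis) and in females (vertical axis), with 1 point per list, coloured by kind of list. Lists of mitochondria lie below 0 in both sexes, with a median over their genes of -0.49 in males and -0.26 in females, and the diagonal marks equal values.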

### 3.2. Mitochondrial morphology in neurons of the cerebral cortex is abnormal in male mice with experimental autoimmune encephalomyelitis

Mitochondrial fusion and fission play a vital role in maintaining mitochondrial homeostasis. Our transcriptome analyses of neurons in the cerebral cortex during EAE revealed dysregulation in the expression of genes involved in fusion and fission (*Fis1*, *Dnm1l*, *Mfn1*, and *Opa1*) in male mice but not female mice (Supplementary Table 1).

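Of the 4 genes named here, Fis1 and Mfn1 fell and Opa1 rose in male EAE mice, and Dnm1l did not pass the test fitted to all 4 groups. Fis1 (ENSMUSG00000019054, chromosome 5 of GRCm38 from 136953275 to 136966234), an outer membrane protein of fission, fell from 236 ± 61.2 CPM (SD, n = 4) to 139 ± 23.6 CPM (SD, n = 5), a log2 fold change of -0.76 (standard error 0.177, adjusted p = 0.00601 from edgeR; -0.46 with a gene length offset). Mfn1 (ENSMUSG00000027668, chromosome 3 from 32529465 to 32579239), which fuses outer membranes, fell from 42.8 ± 10.3 to 26.7 ± 3.46 CPM (SD, n = 4 and 5; log2 fold change -0.68, adjusted p = 0.00726 from edgeR). Opa1 (ENSMUSG00000038084, chromosome 16 from 29579334 to 29654884), which fuses inner membranes, rose from 55.6 ± 12.5 to 79.6 ± 8.49 CPM (SD, n = 4 and 5; log2 fold change 0.52, adjusted p = 0.00914 from edgeR). Dnm1l (ENSMUSG00000022789, chromosome 16 from 16312230 to 16358959), the GTPase that divides mitochondria, had 104 ± 8.54 CPM in male control and 127 ± 9.6 CPM in male EAE mice (SD, n = 4 and 5; log2 fold change 0.29, adjusted p = 0.2 from edgeR). It passed with edgeR's exact test (0.0115), with each sex fitted alone (0.026) and without female EAE 1 (0.0197). In that library Dnm1l was at 59.1 CPM, against 131 to 140 CPM in the other female EAE mice. The library enters the male test through the spread that the main fit shares between the groups.
In female mice the log2 fold changes of Fis1, Mfn1, Opa1 and Dnm1l were -0.48, -0.52, 0.30 and -0.05, with adjusted p values of 0.203, 0.188, 0.247 and 0.892 from edgeR (0.0928 for Mfn1 from DESeq2). The female value of Dnm1l includes female EAE 1 at 59.1 CPM, far below the other female EAE mice (131 to 140 CPM). For the difference between the sexes the unadjusted p values were 0.291, 0.507, 0.29 and 0.18. Among 13 measured genes of fusion and fission 4 fell and 3 rose in males, the same number when adjusted over the list alone. They included Mtfp1, a fission factor (-0.54, -0.24 and no longer called with a gene length offset), and Gdap1 (0.61). The median was -0.06 in males (adjusted p = 0.703 by camera from limma) and -0.05 in females (0.434). With 1 surrogate variable Fis1, Mfn1 and Opa1 were at 0.01, -0.04 and -0.01 and none of them was called.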

Examination of the morphology of mitochondria in cortical neurons was then done using Thy1-CFP-MitoS mice (Figure 2A). EAE male mice showed a significant reduction in the numbers of cortical MitoS^+^ mitochondria compared to normal control male mice (Figure 2B). Moreover, MitoS^+^ morphology in EAE male mice exhibited a significant decrease in volume (Figure 2C) and diameter (Figure 2D). In contrast, no significant differences in cortical MitoS^+^ number, volume, or diameter were observed in EAE female mice compared to normal control female mice. Notably, a significant decrease in cortical MitoS^+^ mitochondria volume and diameter was also observed when comparing EAE male to EAE female mice (Figures 2C,D). This demonstrated that neuron-specific mitochondrial morphology was affected in the cerebral cortex of EAE male mice more than EAE female mice.

**Figure 2:**
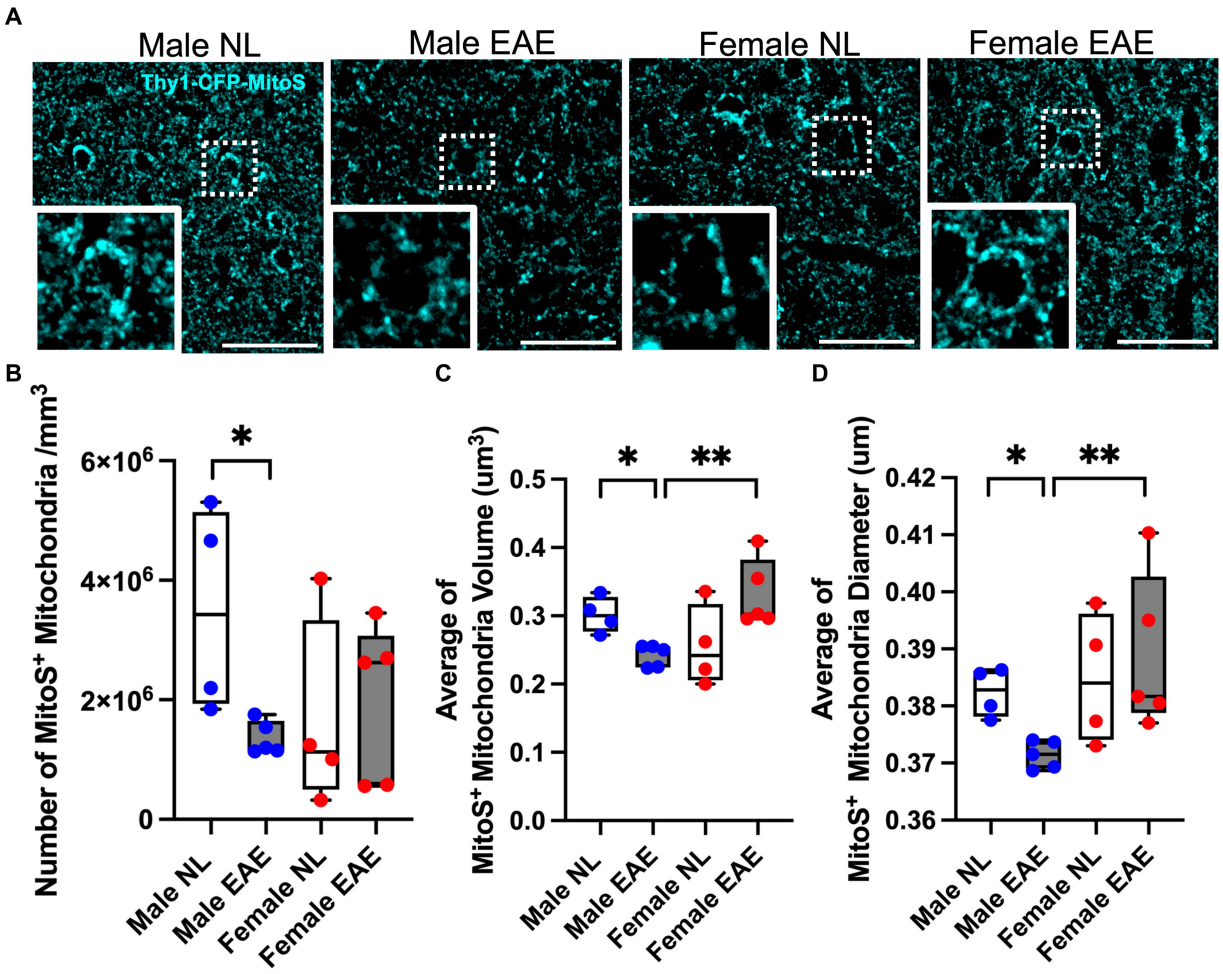
Mitochondria morphology in the cerebral cortex. **(A)** Representative Thy1- CFP-MitoS^+^ (MitoS^+^) images in the cerebral cortex of male control (Male NL) and EAE (Male EAE) mice; female control (Female NL) and EAE (Female EAE) mice. Bar = 40 μm. Inset: Magnification at 100×. **(B–D)** Morphometric quantification of the MitoS^+^ mitochondrial number **(B)**, volume **(C)**, and diameter **(D)** from control (NL, white) and EAE (EAE, gray); male mice (blue) and female mice (red). EAE male mice showed a significant decrease in MitoS^+^ number (*p* = 0.0159, B), volume (*p* = 0.0159, C), and diameter (*p* = 0.0159; D) as compared to control male mice. *n* = 4–5 per group. MitoS^+^ mitochondrial volume (*p* = 0.0079; C) and diameter (*p* = 0.0079; D) were significantly decreased in EAE male mice compared to EAE female mice (*p < 0.05; **p < 0.01). *p* values were calculated by the Mann–Whitney *U*-test.

### 3.3. Mitochondrial respiration in cortical synaptosomes is impaired in males with experimental autoimmune encephalomyelitis

Since cortical neurons showed changes in gene expression in the mitochondrial and oxidative pathways in EAE male mice, we next investigated mitochondrial function in EAE and healthy control male and female mice. To determine mitochondrial function in cortical neurons, we isolated synaptosomes since they are derived from the termini of neurons and contain mitochondria. The isolation of synaptosomes was verified using electron microscopy to confirm the presence of membrane-enclosed structures housing mitochondria (Supplementary Figure 4B) and by western blotting to confirm the enrichment of synaptic markers and the presence of mitochondrial proteins (Supplementary Figure 4C). Following this validation, isolated synaptosomes underwent functional respirometry assays.

A schematic of a mitochondrial respirometry profile from intact synaptosomes is shown in Figure 3A. Intact synaptosomes derived from EAE male mice compared to normal control male mice showed a significant reduction of oxygen consumption rate (OCR) in basal (Figure 3B), ATP-linked (Figure 3C), maximal (Figure 3D), and reserve (Figure 3E) parameters. In contrast, EAE female mice compared to control female mice only showed a trend of decrease in two of the four parameters: basal OCR (Figure 3B) and maximal OCR (Figure 3D).

**Figure 3:**
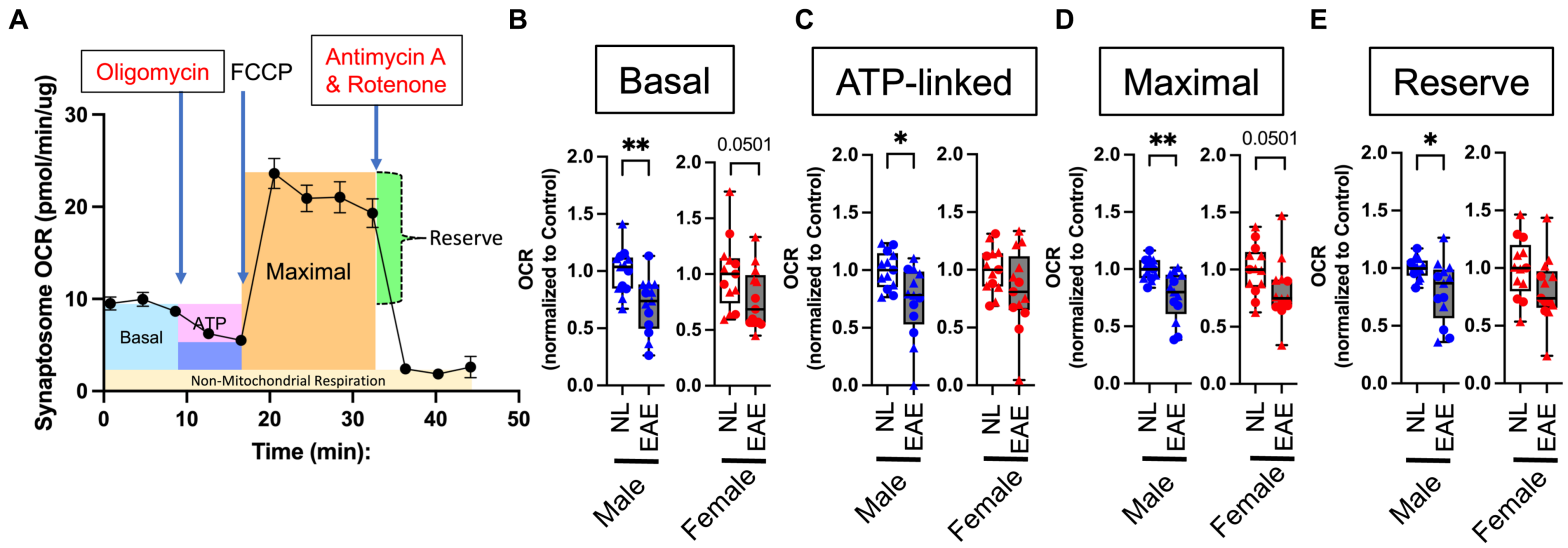
Intact synaptosome oxygen consumption. **(A)** Representative mitochondrial respiratory profile from intact synaptosomes. The figure shows across time (in min) basal OCR (blue); OCR after inhibition of ATP synthase through the addition of oligomycin (pink); maximal stimulatory capacity of synaptosomes in response to the uncoupling agent FCCP (orange); reserve (calculated from maximal OCR minus basal OCR, green); and non-mitochondrial respiration (measured after combined treatment with rotenone and antimycin A to completely inhibit mitochondrial respiration, yellow). **(B–E)** Quantitative analysis of mitochondrial OCR in EAE mice compared to normal healthy control mice for basal **(B)**, ATP-linked **(C)**, maximal **(D)**, and reserve **(E)** parameters using intact cortical synaptosomes from control (NL, white) and EAE (EAE, gray); male mice (blue) and female mice (red). Data shown are from two separate experiments (circle symbol: 1st experiment, triangle symbol: 2nd experiment). EAE male mice showed a significant decrease in basal OCR (*p* = 0.0061; B), ATP-linked (*p* = 0.014; C), maximal (*p* = 0.0012; D), and reserve (*p* = 0.0191; E) parameters, each as compared to NL control male mice. In contrast, EAE female mice compared to NL female mice showed a trend of decrease in two of four parameters: basal OCR (*p* = 0.0501; B) and maximal OCR (*p* = 0.0501; D) with no significant differences in any parameters. OCR in EAE mice normalized by that NL control. *n* = 14 per group. * *p* < 0.05; ** *p* < 0.01. *p* values were calculated by the Mann–Whitney *U*-test.

Next, we conducted complex-specific respiration assays using permeabilized synaptosomes, using a combination of either pyruvate and malate (substrates for complex I) or succinate (substrate for complex II) and rotenone (complex I inhibitor; see a diagram in Figure 4A). There were no differences in any complex I-mediated respiration parameters in EAE compared to control in either sex (Figures 4E–G). However, there were effects of EAE on complex II-mediated respiration parameters, and this revealed a sex difference. EAE male mice showed a significant decrease in OCR complex II-mediated respiration for state 3 (Figure 4B), state 4o (Figure 4C), and uncoupled (Figure 4D) parameters each as compared to control male mice. In contrast, OCR in EAE female mice was not decreased for complex II-mediated respiration.

**Figure 4:**
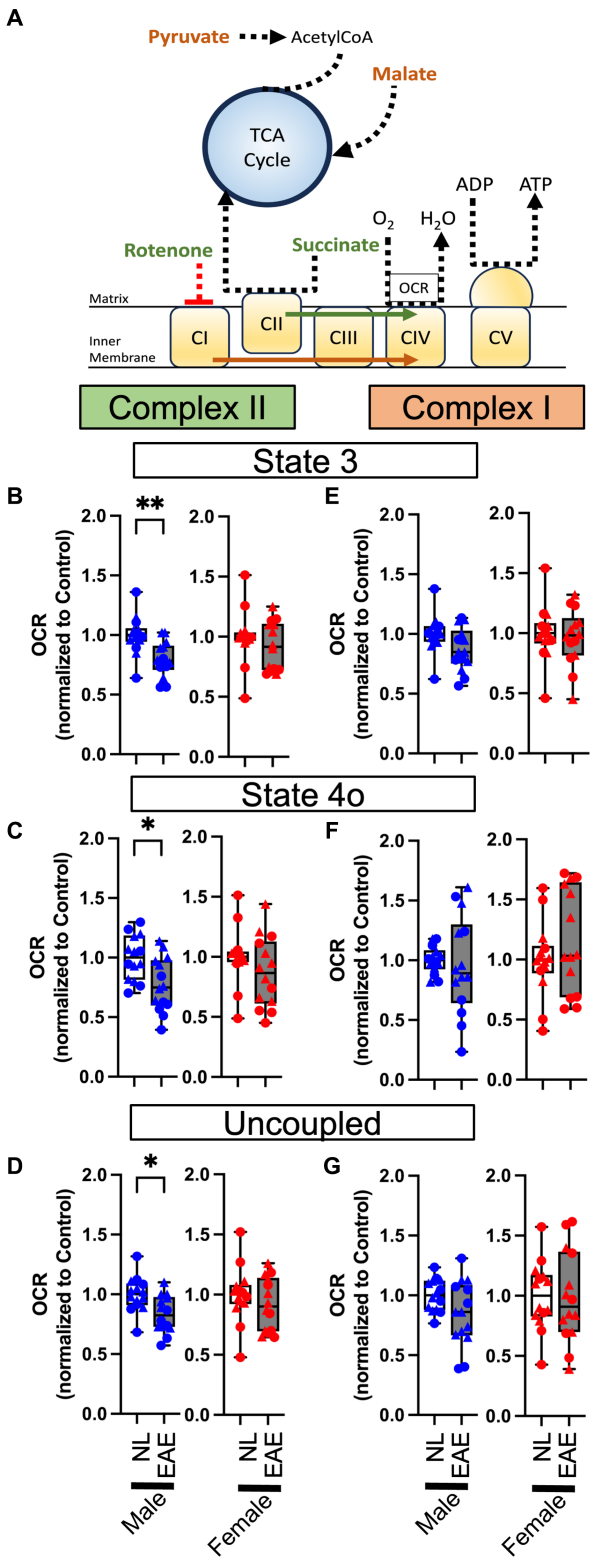
Permeabilized synaptosome oxygen consumption. **(A)** Oxidation phosphorylation diagram for complex I- (orange) and complex II- (green) mediated respirometry. Permeabilized synaptosomes were treated with two different substrate and/or inhibitor combinations: pyruvate in combination with malate for complex I-mediated respirometry or with succinate with rotenone for complex II-mediated respiration. Permeabilized synaptosomes were stimulated with ADP to induce coupled respiration (State 3), followed by oligomycin to induce proton-leak respiration (State 4o), as well as with the mitochondrial uncoupler FCCP to reveal maximal uncoupled respiration (uncoupled). **(B–G)** Quantitative analysis of mitochondrial OCR in EAE mice compared to NL control for state 3 **(B,E)**, state 4o **(C,F)**, and uncoupled **(D,G)** parameters in complexFIGURE 4 (Continued)II-mediated **(B–D)** and complex I-mediated **(E–G)** respirometry using permeabilized cortical synaptosomes from control (NL, white) and EAE (EAE, gray); male mice (blue) and female mice (red). Data shown are from two separate experiments (circle symbol: 1st experiment, triangle symbol: 2nd experiment). EAE male mice showed a significant decrease in OCR complex II-mediated respiration for state 3 (*p* = 0.0016, K), state 4o (*p* = 0.0141, L), and uncoupled (*p* = 0.00102, M) parameters, each as compared to NL control male mice. In contrast, OCR in EAE female mice was intact in complex II-mediated respiration. There were no differences in any complex I-mediated respiration parameters in EAE compared to NL in either sex. *n* = 14 per group. * *p* < 0.05; ** *p* < 0.01. *p* values were calculated by the Mann–Whitney *U*-test.

Finally, we compared functional respiration parameters in healthy control male and female mice to ascertain if absolute OCR differences might exist independent of disease. This was not the case, since no significant OCR differences were observed between male and female mice in the control groups across basal, ATP-linked, maximal, and reserve parameters in intact synaptosomes (Supplementary Figure 5). Additionally, there were no differences in complex II- or I-mediated respiration assays for state 3, state 4o, and uncoupled parameters in permeabilized synaptosomes (Supplementary Figure 6).

Mitochondria respirometry assays demonstrated that EAE induces impairment of mitochondrial respiration in cortical synaptosomes, which was worse in male mice than in female mice, particularly in complex II-mediated respiration.

## 4. Discussion

Neuronal transcriptome, mitochondrial morphology, and functional respirometry assays in synaptosomes revealed worse outcomes in the cerebral cortex of male EAE mice than in female EAE mice of the C57BL/6 strain. This is consistent with worse neurodegeneration in MS men and reveals a model and a target to develop treatments with the potential to prevent cortical pathology and mitigate disability progression in MS men.

In addition to considering translation of our preclinical findings to MS, one can also discuss possible mechanisms leading to our preclinical observations. Findings that male mice have more significant mitochondrial and oxidative gene expression changes in cortical neurons, abnormal mitochondrial morphology, and decreased oxygen consumption rates in synaptosomes could be driven by an effect of sex chromosomes, sex hormones, or both. Sex chromosomes and sex hormones can act in a synergistic or antagonistic manner in a given process (57). Compensatory mechanisms may have arisen during evolution to promote survival of each sex, reaching an optimal balance between sex chromosome and sex hormone influences. How each sex reaches this balance is likely distinct given the differences in sex hormones (estrogen vs. testosterone) and sex chromosomes (XX vs. XY) (58).

With regard to autoimmunity and neuroprotection, we hypothesize that XX is proinflammatory and estrogen is neuroprotective. This is consistent with female mice developing more robust immune responses to infections and being predisposed to autoimmunity but having more resilience to brain injury. It follows that male mice would have less robust immune responses to infections, be less susceptible to autoimmune diseases, and exhibit more neurodegeneration during brain injury. Evidence supporting this hypothesis is supported by the use of the four core genotype model (59). The XX genotype was shown to be more proinflammatory in the relapsing remitting EAE model in the SJL genetic background, in the chemically induced lupus model in the SJL, and spontaneous lupus in the NZM.2328 genetic background (60, 61). Conversely, the XY genotype was shown to confer worse neurodegeneration in the chronic EAE model on the C57BL/6 background (62) and in the human amyloid precursor protein model of Alzheimer’s disease (63). Notably, the proinflammatory effects of XX in active EAE in SJL mice were verified by using adoptive transfers of immune cells that were XX or XY into a common recipient (61). More neurodegenerative effects of XY compared to XX in active EAE in C57BL/6 mice were shown using bone marrow chimeras to ensure the same immune system with the central nervous system that differed in sex chromosomes (62). Findings here where the neuronal transcriptome, mitochondrial morphology, and functional respirometry assays in synaptosomes demonstrated more abnormalities in the cerebral cortex of male C57BL/6 mice with chronic EAE are consistent with a more neurodegenerative effect of XY using this same chronic EAE model (62). Limitations to this interpretation include the following: Bone marrow chimeras were not used here, so male immune cells may have contributed to worse neuronal outcomes in the cerebral cortex of males (64). Findings here could theoretically be due to testosterone in male mice causing worse neurodegeneration or estrogen in female mice being neuroprotective. These are not mutually exclusive. Repeating experiments in gonadectomized mice to remove activational effects of sex hormones would be informative. There could also be organizational effects of sex hormones, e.g., an effect of differences in testosterone vs. estrogen during development, which cannot be addressed merely by gonadectomy at adult ages. To investigate organizational effects of sex hormones, experiments using the four core genotype mice (59) are needed. Comparison would be made between XY mice with ovaries vs. XY-*Sry* mice with testes, where developmental hormones differ, and sex chromosome complement is the same. These are interesting future directions to discern mechanisms underlying sex differences observed here in cortical neurons during chronic EAE.

Further discussion is warranted regarding the role of sex hormones on molecular outcomes observed here. An effect of sex chromosome complement is not mutually exclusive of a contribution of circulating testosterone or estradiol in gonadally intact male and female adult mice. Indeed, both testosterone and estradiol have neuroprotective properties in MS models. Specifically, testosterone has been shown to bind androgen receptors to induce remyelination and can also be protective via its conversion to estradiol by aromatase in the brain (65–67). Estradiol mediates neuroprotection by activating estrogen receptors alpha (ERα) and/or beta (ERβ) in the central nervous system of EAE mice. ERα has been shown to act on astrocytes to confer protection by modifying immune cell recruitment (45, 68, 69), while ERβ acts on oligodendrocytes and microglia to induce remyelination (70–72). In conditions other than MS or EAE, ERα and ERβ expression was demonstrated in mitochondria, and ligation of estrogen receptors conferred protection in mitochondrial function within neurons as well as other cells and tissues (73–76).

In humans, the loss of either testosterone with andropause or estradiol with menopause is believed to be deleterious for neurogenerative changes in MS, brain aging, and Alzheimer’s disease, as reviewed in Voskuhl and Itoh (18). The difference in timing of andropause and menopause may play a role in men having worse disability progression and more gray matter substructure atrophy than women. Data for these findings were generally derived from MS patients aged 18–60 years, with the mean age of early 40s. Testosterone declines in men by 1–2% per year starting at the age of 30 years. Meanwhile, women in their early 40s maintain the levels of estradiol since menopause occurs at a mean age of 52 years. Indeed, when women undergo menopause and have loss of estradiol, it is associated with disability worsening (77–83). Thus, worse disability progression in men compared to women with MS may be age-dependent, e.g., an age when men exhibit effects of andropause but before women undergo menopause (18).

In summary, the ultimate effect of biologic sex on adults with MS is due to changes in sex hormones during aging in the setting of inheritance of a given sex chromosome complement. Sex hormones and sex chromosomes can have opposing effects on disease, in part through differential effects on the immune system vs. the CNS. Even when there is no overall sex difference in a clinical outcome, there could be very important disease-modifying effects of sex hormones or sex chromosomes that reach equivalence regarding the net impact on disease. This is the rationale for studying the effects of sex hormones and sex chromosomes not only in diseases where there is a sex difference but also in diseases not characterized by an overall sex difference. It can lead to the discovery of naturally existing disease modifiers in each sex.

## Data availability statement

Datasets generated in this study are available in the GEO (Gene Expression Omnibus; www.ncbi.nlm.nih.gov/geo/) under the accession number GSE239455.

## Ethics statement

All animal procedures were done in accordance to the guidelines of the National Institutes of Health and the Chancellor’s Animal Research Committee of the University of California, Los Angeles Office for the Protection of Research Subjects. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

NI: Writing – review & editing, Formal analysis, Investigation, Methodology. YI: Formal analysis, Investigation, Methodology, Writing – review & editing. LS: Formal analysis, Investigation, Methodology, Writing – review & editing. RV: Writing – review & editing, Conceptualization, Funding acquisition, Writing – original draft.

## Figures and Tables

**Table 1:** 

EAE	Experimental autoimmune encephalomyelitis
NeuN	Neuronal Nuclear Protein
NSE	Neuron Specific Enolase
HA	Hemagglutinin
RNA	Ribonucleic acid
RNA-seq	RNA sequencing
*Nes*	Nestin
*NeuroD1*	Neurogenic differentiation 1
*Tbr1*	T-Box Brain Transcription Factor 1
*Aldh1l1*	Aldehyde Dehydrogenase 1 Family Member L1
*Gfap*	Glial fibrillary acidic protein
*Mbp*	Myelin basic protein
*Mog*	Myelin oligodendrocyte glycoprotein
*Cd11b*	CD11 Antigen-Like Family Member B
*Tmem119*	Transmembrane protein 119
PV	Parvalbumin
CNS	Central nervous system
GST-pi	Glutathione S-transferase pi
IBA1	Ionized calcium-binding adapter molecule 1
FDR	False Discovery Rate
Log FC	Log-fold change
*Fis1*	Fission, mitochondrial 1
*Dnm1l*	Dynamin 1-like
*Mfn1*	Mitofusin 1
*Opa1*	OPA1, mitochondrial dynamin like GTPase
Thy1	Thymus cell antigen 1, theta
CFP	Cyan Fluorescent Protein
OCR	Oxygen consumption rate
ATP	Adenosine triphosphate
FCCP	Carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone
ADP	Adenosine diphosphate
PBS	Phosphate-buffered saline
PBST	Phosphate-buffered saline with Tween-20
SDS-PAGE	Sodium dodecyl-sulfate polyacrylamide gel electrophoresis
PSD95	Postsynaptic density protein 95
GLUR2	Glutamate ionotropic receptor AMPA type subunit 2
ATP5A	ATP synthase F1 subunit alpha
UQCRC2	Ubiquinol cytochrome c reductase core protein 2
MTCO1	Cytochrome c oxidase I, mitochondrial
SDHB	Succinate dehydrogenase complex, subunit B, iron sulfur (Ip)
NDUFB8	NADH:ubiquinone oxidoreductase subunit B8
VDAC1/2	Voltage-dependent anion channel 1/2

## Footnotes

^1^http://www.R-project.org/

^2^http://www.bioinformatics.babraham.ac.uk/projects/fastqc/

^3^www.qiagen.com/ingenuity

^4^https://github.com/AhsenChaudhry/Mitochondria-Analyzer

^5^www.ncbi.nlm.nih.gov/geo/

^6^www.qiagen.com/ingenuity

# Supplementary material for: Sex differences in the neuronal transcriptome and synaptic mitochondrial function in the cerebral cortex of a multiple sclerosis model
**Source:** Front Neurol. 2023 Nov 2;14:1268411. doi: 10.3389/fneur.2023.1268411
**Supplement:** Supplementary file 1

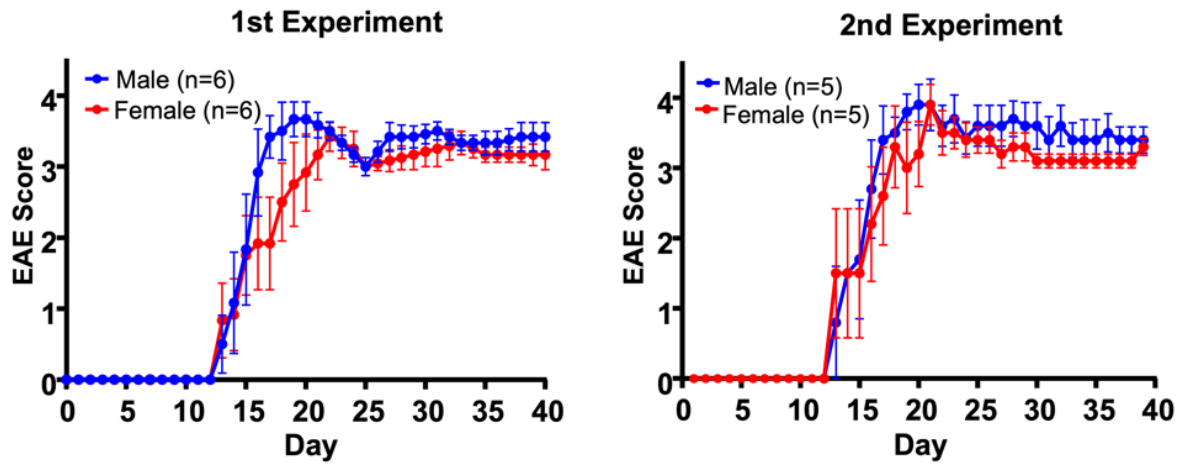

**Supplemental Figure 1. No sex difference in standard EAE walking scores.** EAE clinical score graphs of males (bule) and females (red) in 1<sup>st</sup> (left) and 2<sup>nd</sup> (right) EAE experiments. No clinical score differences between males and females were observed. 1<sup>st</sup> experiment: n=6 per group. 2<sup>nd</sup> experiment: n=5 per group. Error bars represent SEM.

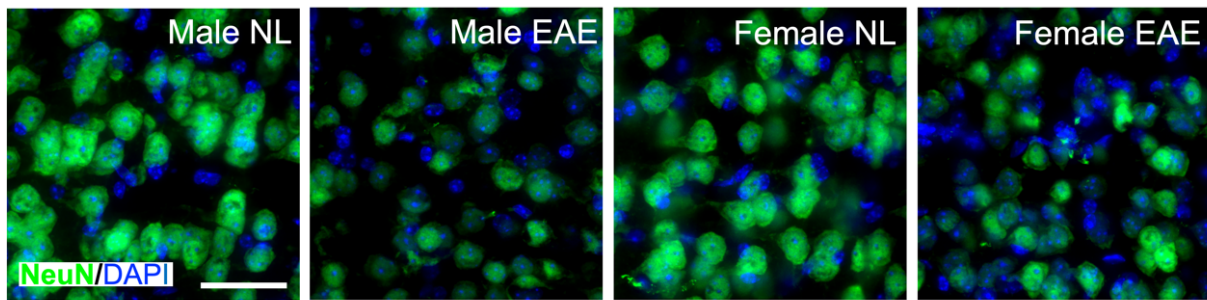

**Supplemental Figure 2. Cortical neuron loss during EAE is worse in males than in females.**

Representative 40X images of NeuN<sup>+</sup> (green) cortical neurons from male control (Male NL), male EAE (Male EAE), female control (Female NL), and female EAE (Female EAE).

Quantification of NeuN<sup>+</sup> cortical neurons indicated in Figure 1A. Nuclei were counterstained with DAPI (blue). Bar=40μm.

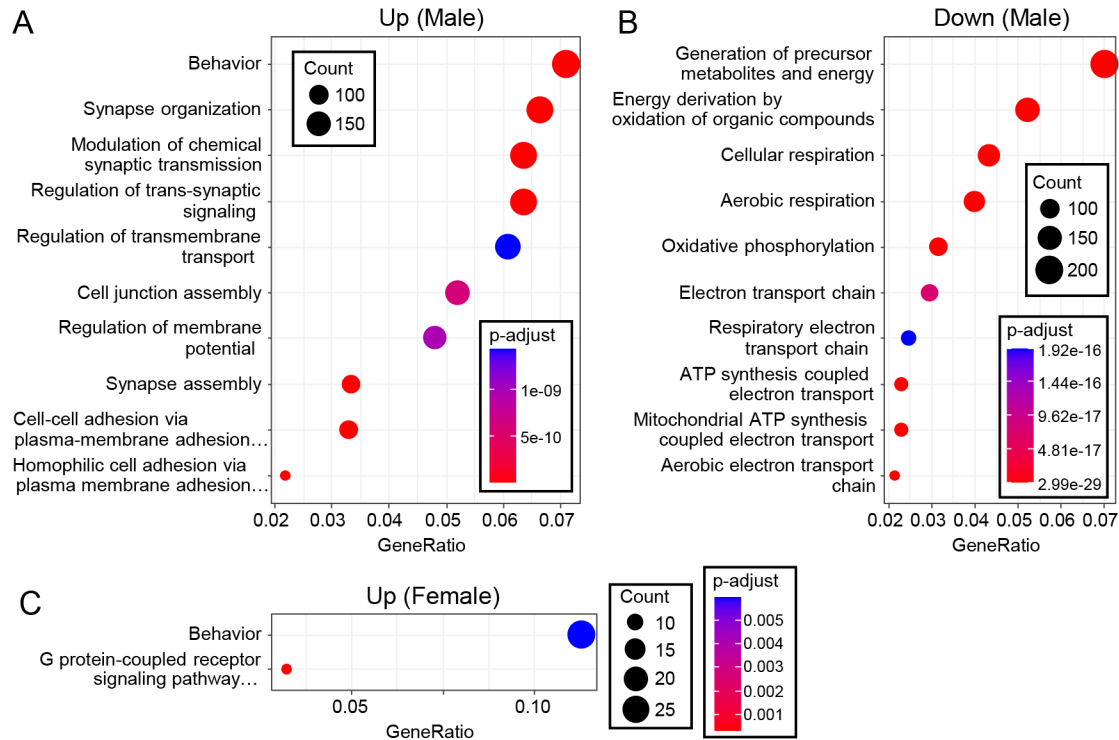

**Supplemental Figure 3. Genes downregulated in males with EAE were enriched in mitochondria-related gene ontology categories.** GO (Gene Ontology) enrichment analyses of differentially expressed genes (FDR < 0.1, logCPM > 1) were performed for (A) male upregulated (logFC > 0.25), (B) male downregulated (logFC < -0.25), and (C) female upregulated (logFC > 0.25) genes, each in EAE as compared with healthy controls. For female downregulated genes, there was no significant enrichment observed. Genes downregulated in male EAE were enriched in energy production, respiration, and oxidative phosphorylation (B).

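Genes higher in male EAE mice gathered on lists of the synapse and of ion channels: of 205 such genes 147 rose and 10 fell, against 4277 and 4536 of all 22242 genes tested. With 1 surrogate variable in the model, 7 genes in all were called higher in males. Of 23 clustered protocadherins, cell surface proteins by which neurons recognise their own branches, 22 rose (Pcdhb8 by 1.46), and of 22 voltage-gated sodium and potassium channels 21 rose and 1 fell (Kcnd2 by 1.03). Of 12 subunits of the GABA-A receptor, the main inhibitory receptor, 8 rose and 1 fell. Of 22 receptors for serotonin, dopamine, opioids and cannabinoids 18 rose and none fell (Oprk1 by 1.40, Cnr1 by 1.25). Of 28 synaptic adhesion genes 18 rose and 1 fell (Cdh9 by 1.09), of 15 calcium channel genes 13 rose and 1 fell (Cacna1e by 1.04, 0.60 with a gene length offset) and of 7 metabotropic glutamate receptors 6 rose (Grm7 by 1.02). These counts were the same or within 1 when adjusted over the list alone.
Camera gave adjusted p values in males of 3.82e-09 for protocadherins, 1.81e-07 for sodium and potassium channels, 1.1e-06 for the serotonin and related receptors and 6.24e-06 for adhesion. It gave 0.000336 for calcium channels, 0.00139 for metabotropic and 0.00158 for GABA-A receptors (each adjusted p = 0.383 with an estimated correlation). With 1 surrogate variable the medians of sodium and potassium channels, calcium channels and adhesion were 0.00373, -0.0344 and -0.0388. None of these passed by camera then (adjusted p = 0.937, 0.937 and 0.792). Rises among ionotropic glutamate receptors (8 of 15, adjusted p = 0.0156 by camera from limma), postsynaptic scaffolds (9 of 16, 0.00778), cAMP signaling (15 of 24, 0.00364) and synaptic vesicle genes (9 of 21, 0.0381) no longer passed as lists with a gene length offset (0.426, 0.381, 0.0507 and 0.137). The vesicle list also did not pass without male EAE 1 (0.0599), male EAE 4 (0.0535) or female EAE 4 (0.0504). With an estimated correlation these 4 lists had adjusted p values of 0.383, 0.428, 0.383 and 0.45. With 1 surrogate variable scaffolds and cAMP signaling turned to medians of -0.103 and -0.0185 (camera adjusted p = 0.0391 and 0.697). In female EAE mice edgeR called none of the 205 genes, and their median was 0.27, against 0.52 in males.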

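Of the 5 genes lower in female EAE mice, Igfbp2, Prph, Lfng, Kirrel2 and Htra1, none is on a list of mitochondria. Those lists hold 1.04% of the genes tested, so 5 genes are too few to show enrichment or its absence, and the paper reports 159 lower genes. The genes on those lists had a median log2 fold change of -0.262 in females. Over genes with a mean log2 CPM above 1, edgeR called 1 gene higher and 0 lower in females, with 3500 genes at an unadjusted p under 0.05.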

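Over genes with a mean log2 CPM above 1, edgeR called 7455 genes in male EAE mice, 3671 higher and 3784 lower. Over all genes tested, the falls of complex I included Ndufv3 (log2 fold change -0.85, adjusted p = 0.00541 from edgeR) and Ndufb8 (-0.71, adjusted p = 0.00647 from edgeR). Those of complex IV included Cox8a (-0.76, -0.36 with a gene length offset), and those of complex II Sdhb (-0.64, -0.40 with a gene length offset). Complex II as a list of 4 genes had a camera adjusted p of 0.0273 in males, and 0.0692 over genes with a mean log2 CPM above 1, 0.0821 with a gene length offset, 0.0958 by Fisher's exact test and 0.383 with an estimated correlation.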

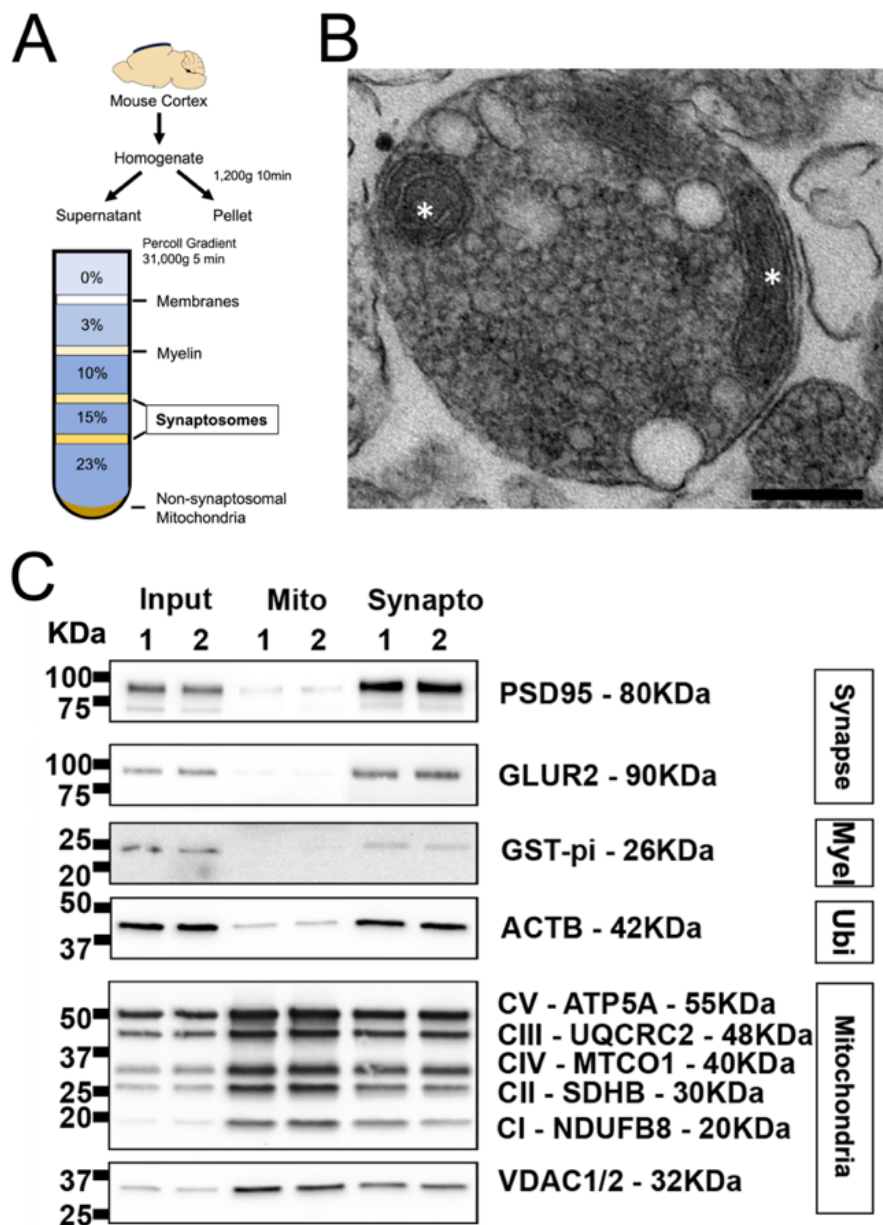

**Supplemental Figure 4. Synaptosomes quality assessment.** (A) Diagram of synaptosome isolation. (B) Synaptosome presence was confirmed by electron microscopy. White asterisks indicate mitochondria within enclosed membrane structures. Scale bar: 200 nm. (C) Equal amounts of total protein (5  $\mu$ g) from the homogenate (Input), non-synaptosomal mitochondria (Mito), and synaptosomes (Synapto) were separated by SDS-PAGE and analyzed by western blot for the presence of various markers. Synaptic markers (Synapse) PSD95 and GLUR2, a myelin marker (Myel) GST-pi, a ubiquitous marker (Ubi)  $\beta$ -actin, and mitochondrial markers (Mitochondria) ATP5A, UQCRC2, MTCO1, SDHB, NDUFB8, and VDAC1/2 were examined. Isolated synaptosomes (Synapto) confirmed the presence of synaptic markers, PSD95 and GLUR2, as well as mitochondrial markers ATP5A, UQCRC2, MTCO1, SDHB, NDUFB8, and VDAC1/2, along with  $\beta$ -actin, and a decrease of GST-pi levels. In contrast, non-synaptosomal mitochondria (Mito) showed enrichment of mitochondrial markers and a decrease in synaptic markers and  $\beta$ -actin levels.

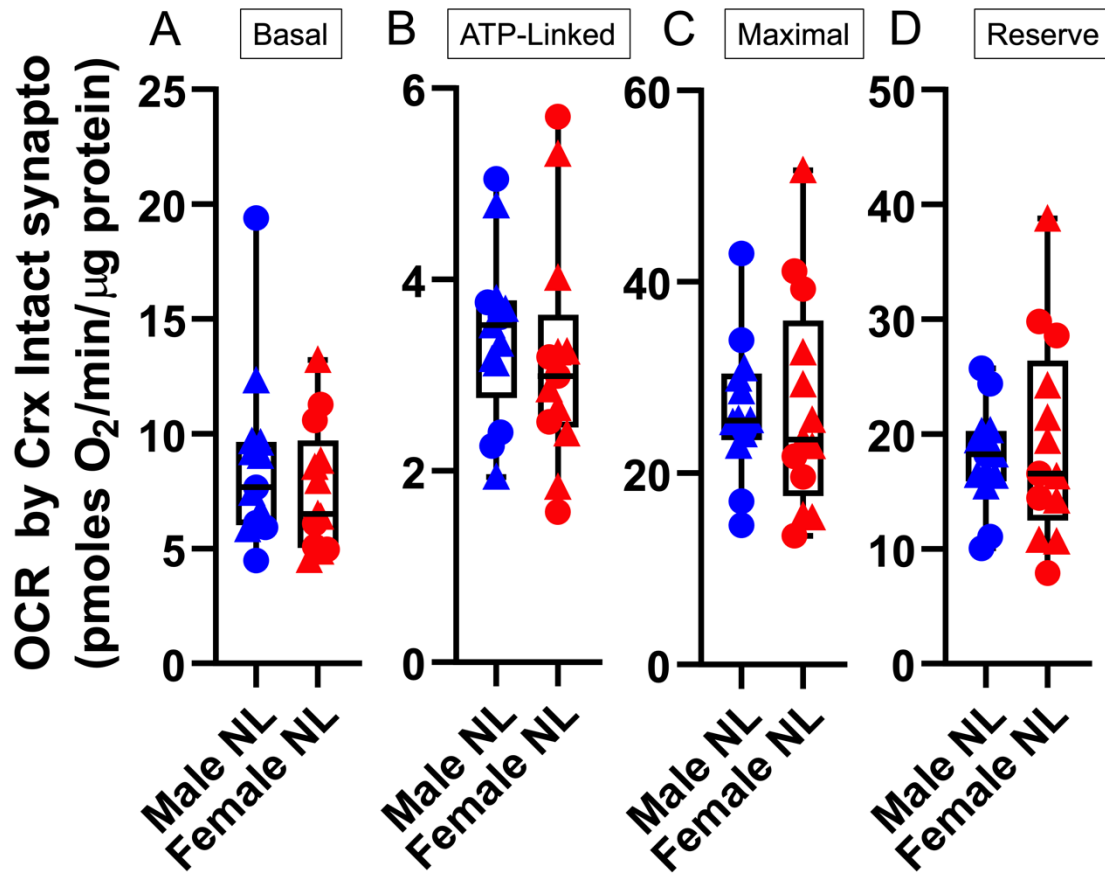

**Supplemental Figure 5. No sex differences in absolute oxygen consumption in cortical intact synaptosomes derived from healthy control males and females.** (A – D) Quantitative analysis of mitochondrial OCR for Basal (A), ATP-linked (B), Maximal (C), and Reserve (D) parameters using intact cortical synaptosomes from control (NL); male mice (blue) and female mice (red). Data shown from two separate experiments (circle symbol: 1<sup>st</sup> experiment, triangle symbol: 2<sup>nd</sup> experiment). n=14 per group.

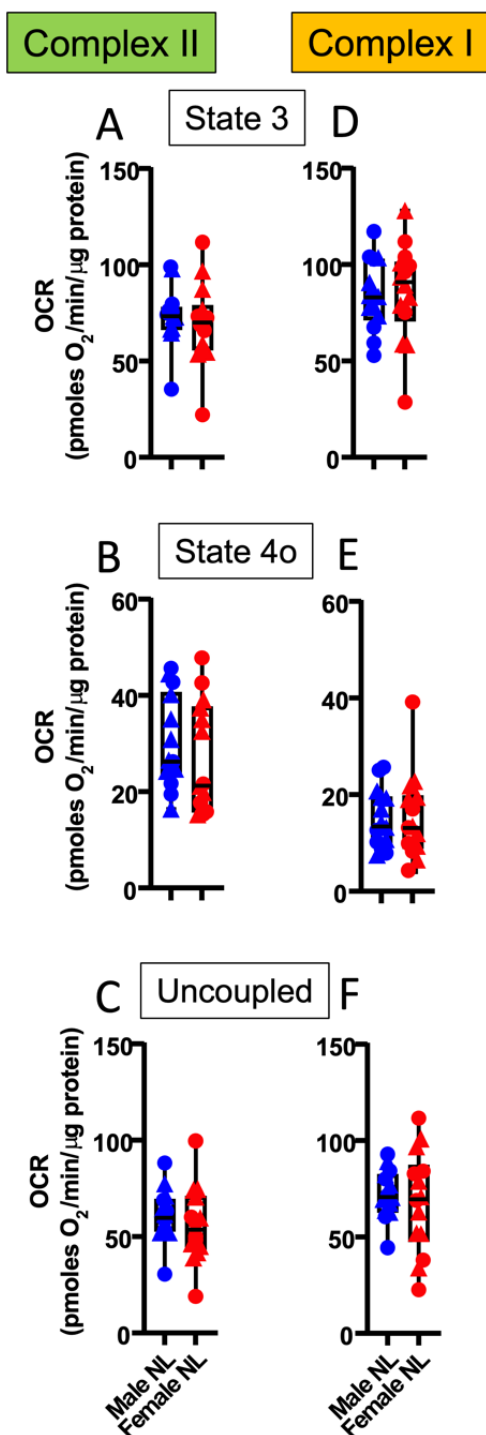

**Supplemental Figure 6. No sex differences in absolute oxygen consumption in cortical permeabilized synaptosomes derived from healthy control males and females. (A – D)** Quantitative analysis of mitochondrial OCR for State 3 (A and D), State 4o (B and E), and Uncoupled (C and F) parameters in Complex II mediated (A – C) and Complex I mediated (D – F) respirometry using permeabilized cortical synaptosomes from control (NL); male mice (blue) and female mice (red). Data shown from two separate experiments (circle symbol: 1<sup>st</sup> experiment, triangle symbol: 2<sup>nd</sup> experiment). n=14 per group.

How the deposited data were processed for this re-analysis (not part of the article)

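RNA pulled down with tagged ribosomes was measured in the cerebral cortex of NSE-Cre:RiboTag mice, in 4 male control, 5 male EAE, 4 female control and 4 female EAE mice. The authors prepared stranded mRNA libraries, demultiplexed the reads with bcl2fastq 2.17, examined them with FastQC and cleaned them with Trimmomatic. As deposited by the authors, the values are raw counts per Ensembl gene, made by alignment to the mouse genome mm10 and counting with QuasR, with 1 column per mouse and no normalization. The versions of these tools, the gene annotation and the settings for strand and read mates are not stated in the paper's text. All 17 sample columns were used and none was left out.

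The table held 39017 genes, of which 10907 were at 0 in every library. Symbols and places were taken from the GENCODE M21 annotation of GRCm38 for 37693 genes (96.6%). Among counts from 1 to 50, 60.9% to 66.5% were even numbers, depending on the library and among high counts 49.5% to 51.5%, so that both mates of many read pairs appear to be counted. Counts halved and rounded were therefore tried as an alternative chosen after seeing the data. The floor of detection was taken as 3 counts in a library, which is 0.0323 CPM at the largest and 0.0453 CPM at the smallest female total.

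Genes with less than 1 count in most libraries were removed, as in the paper, which left 22242 genes. Differential expression was tested with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization, in 1 model with a mean for each of the 4 groups. The comparisons were male EAE against male control, female EAE against female control, the difference between these 2 responses, and males against females within control and within EAE mice. P-values were adjusted by the method of Benjamini and Hochberg, and genes past an FDR of 0.1 with a log2 fold change beyond 0.25 in either direction were called. For each gene the text gives CPM with TMM normalization as mean and SD. The steps were run on counts simulated from the means, totals and spreads of these libraries, with known changes given to 200 genes. At a log2 change of 1 the test called 95.7% of the changed genes in the male and 98.6% in the female comparison, and at 0.5 it called 55.7% and 41.4%. The simulated genes varied independently of each other, while 1 component held 68% of the variance of the real libraries. These shares therefore check the steps and do not give the recovery in the real libraries.

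Gene lists were tested as groups with camera from limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, at an adjusted p of 0.05 over 55 lists. Of these, 54 were written by hand before the data were examined, and the list of oxidative phosphorylation joins complexes I to V. They cover mitochondria, translation, the proteasome and stress, the synapse, immune genes, markers of other cell types and of subtypes of neurons, retained nuclear RNAs, sex chromosomes, sex hormone receptors and the genes the paper names. Other tests of the lists were camera with an estimated correlation, fry, Fisher's exact test and exact permutation tests, all two-sided, of the list score, with 126 divisions of the male libraries, 70 of the female libraries and 8820 draws of sex labels for the difference.

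The genes named in the text were set by a rule: every gene the paper names for expression, the 10 largest rises and the 10 largest falls of each EAE comparison among called genes with a mean log2 CPM above 1 and no overlap between groups, the 10 genes with the smallest p for the difference between the sexes, up to 4 members of each list with the smallest p in males, and genes of the sex chromosomes. Predicted genes without a name were left out of the largest changes and of the smallest p-values.

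Alternatives to these choices were an FDR of 0.05, no minimum fold change, no filter, the filter of edgeR, a mean log2 CPM above 1, size factors of DESeq2, library size alone, upper quartiles, the tests of DESeq2 1.42.0, limma voom, edgeR's likelihood ratio, exact and robust tests, a fit to each sex alone, a block for the replicate number, counts thinned to the smallest total, offsets for gene length and GC content, 1 surrogate variable from sva 3.50.0, and leaving out each library in turn. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.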

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

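The test of an axis shared with libraries of 1 group, the test on general neuronal genes and both tests on immediate early genes in controls, were chosen only after the result was seen.

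In male EAE mice genes of mitochondria fell and genes of the synapse rose. Chance is argued against for the number of genes called, since of 100 divisions of the male libraries only 1, the real one, called as many (8813, highest other 8326). A trend of gene length or GC content between libraries does not account for the whole fall of the oxidative phosphorylation genes, whose median kept 0.592 (spread 0.0479) of its size with a length offset (-0.67 to -0.39, adjusted p = 3.28e-12 from limma) and 0.908 (spread 0.0622) with a GC offset (adjusted p = 1.49e-17 from limma). More RNA from every type of glia alike is argued against by the astrocyte markers, which fell (median -0.535, exact permutation p = 0.00794) while oligodendrocyte markers rose (0.287, exact permutation p = 0.00794), and depth by the 8685 genes called after thinning to the smallest total. Dilution of neuronal RNA by RNA of oligodendrocytes or microglia does not account for the whole fall either, since it would lower general neuronal genes as well, and their median was -0.0074 (SD of the 14 members 0.378). It stays open that an axis that also runs between mice of 1 group is behind the pattern, since the male fold changes correlate across genes at r = 0.886 with the first axis within the female groups (0.832 within female controls alone) and 1 surrogate variable leaves 9 genes, and a response of male neurons to EAE stays open beside it as a hypothesis. Less RNA of astrocytes in male EAE libraries stays open too and was not tested. The score of astrocyte markers was 0.341 ± 0.205 (SD, n = 4) in male control and -0.236 ± 0.137 (SD, n = 5) in male EAE mice, without overlap.

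In female mice 13 genes were called, against 8813 in males. For the number of female genes 1 of 35 divisions, the real one, called as many (highest other 0), the smallest share that 35 divisions allow. This argues against chance for that number but does not exclude it, and the number fell to 0 without male control 1, among other single libraries. Chance cannot be excluded for the gap between the sexes either, since 10 of 100 draws of sex labels gave a male number that exceeded the female number by the real 8800 or more (highest other 10064). For the difference itself 0 genes were called, so that 100 of 100 draws had to give as many and the draws say nothing about chance, and the highest other number of 6697 points to a structure of the samples that does not follow sex. A larger spread between female libraries and a smaller response cannot be told apart, since the coefficient of variation was 0.174 in males and 0.194 in females while the genes called in males changed on median by 0.526 of their male size in females, a share that the choice of genes by their male calls lowers, and the score of the oxidative phosphorylation genes left a difference between the responses undecided (exact permutation p = 0.231). Sex itself stays among the open explanations, untested.

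Immediate early genes, switched on by neuronal activity, were higher in male than in female controls, with a median of 0.98 on the log2 scale. All 4 male controls lay above all 4 female controls (exact permutation p = 0.0286, with 0 of 55 list scores past 0.05 after adjustment). Camera from limma gave these genes an adjusted p of 1.06e-22 (0.155 with an estimated correlation). Among them Junb and Egr4 were called at log2 differences of 1.35 and 1.03. The axis between libraries does not account for it, since 1.01 of the median was kept with 1 surrogate variable (adjusted p = 5.51e-21 from limma), nor does depth, since the library totals of the 2 groups overlapped (exact permutation p = 0.657). For the number of 15 genes called between male and female controls, though not for single genes among them (smallest adjusted p = 5.29e-10 from edgeR), chance cannot be excluded, with 3 of 35 divisions calling as many and a highest other number of 1035, which points to a structure of the samples. For the number of 6 genes between male and female EAE mice 3 of 100 divisions called as many (highest other 15). Genes of the sex chromosomes separate the sexes in any case, so this says nothing about other genes. Sex and the time and handling before tissue collection stay open as untested explanations.

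Of 88 groups of values tested for a sample far from the others 10 had one, and chance gives about 1 in 20. The library total of female EAE 4 was 86700000, against 66200000 to 69400000 in the other female EAE mice. The slope of log2 CPM on gene length was -0.399 in female control 2, against -0.0925 to -0.0647. The score of T and B cell markers was -0.572 in male control 1, against -0.87 to -0.852. The score of microglia and macrophage markers was 1.42 in female EAE 1, against -0.408 to -0.25. The score of astrocyte markers was 0.646 in male control 4, against 0.206 to 0.277, and -0.000616 in male EAE 3, against -0.348 to -0.252. The score of oligodendrocyte markers was 0.346 in male EAE 2, against 0.0153 to 0.09. The score of choroid plexus markers was 1.5 in female control 3, against -0.373 to -0.091. Dnm1l was at 59.1 CPM in female EAE 1, against 131 to 140, and Mfn1 at 58.2 CPM in male control 4, against 36.9 to 39.

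For the difference in the response to EAE between the sexes, 27 lists passed by camera from limma, with medians of male minus female log2 fold change. They were immediate early genes (-0.86, adjusted p = 4.71e-09), oxidative phosphorylation (-0.31, 1.02e-08), cytosolic ribosomal proteins (-0.30, 1.04e-08), protocadherins (0.46, 2.33e-06), sodium and potassium channels (0.36, 2.58e-05), complex I (-0.29, 3.48e-05), the mitochondrial ribosome (-0.21, 3.48e-05), postsynaptic scaffolds (0.40, 3.48e-05) and synaptic adhesion (0.22, 7.56e-05). Further lists were the proteasome (adjusted p = 0.000292), sex chromosomes (0.000528), complex IV (0.00126), complex V (0.00126), antioxidant genes (0.00168), ionotropic glutamate receptors (0.00168), calcium channels (0.00194), endothelial cells and pericytes (0.00408), metabotropic glutamate receptors (0.00421), mitochondrial import (0.00451), heat shock (0.00451) and interferon-stimulated genes (0.00865). The last were complex III (0.00979), upper-layer neurons (0.00979), serotonin and related receptors (0.0136), choroid plexus (0.0211), the tricarboxylic acid cycle (0.039) and GABA-A receptors (0.0452). With an estimated correlation none passed (smallest adjusted p = 0.706), and the smallest exact permutation p of a list score was 0.059, for immediate early genes. The score of immediate early genes was 0.442 ± 0.249 in male and -0.424 ± 0.254 in female control mice (SD, n = 4 each). In EAE mice it was 0.0328 ± 0.337 in males (SD, n = 5) and -0.0593 ± 0.264 in females (SD, n = 4). For this list the difference lies mostly between the controls.

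Leaving out male control 4 ended 12 of these 27 calls, with adjusted p values of 0.169 for complex III, 0.0685 for complex IV, 0.0782 for complex V, 0.419 for the tricarboxylic acid cycle, 0.171 for the mitochondrial ribosome, 0.169 for import, 0.0524 for antioxidant genes, 0.0591 for the proteasome, 0.169 for GABA-A receptors, 0.207 for serotonin and related receptors, 0.169 for heat shock and 0.0782 for upper-layer neurons. Female control 2 left out ended the call of endothelial cells (0.209). Of these lists, GABA-A receptors lost the call without any of 11 single libraries (up to 0.259 without female EAE 1), the tricarboxylic acid cycle without any of 8, serotonin and related receptors and choroid plexus without any of 5 (choroid plexus up to 0.199 without female control 3), interferon-stimulated genes without any of 4 (up to 0.107 without female EAE 1), complex III without any of 3 and upper-layer neurons without any of 2 (up to 0.14 without female EAE 1).

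Some gene groups that the paper does not discuss were higher in EAE than in control mice. In males the median log2 fold changes were 0.817 for MHC class I, 1.24 for complement, 1.41 for MHC class II, 1.9 for T and B cells, 0.287 for oligodendrocytes and 0.41 for endothelial cells and pericytes. In females they were 1.19 for MHC class I, 1.06 for interferon-stimulated genes, 1.25 for MHC class II and 2.64 for T and B cells. In males the calls of complement, oligodendrocytes and endothelial cells ended without single libraries, with adjusted p values of up to 0.121 (without male EAE 3), 0.0943 and 0.091 (both without male control 2), and T and B cells without male control 2 (0.0528). Over genes with a mean log2 CPM above 1 the male calls of MHC class I (0.246), complement (0.176), T and B cells (0.133, median 0.325) and endothelial cells (0.314) ended. The T and B cell markers Cd3d, Cd3g, Cd79a and Cd79b had medians of 0.0231, 0.0269, 0.0269 and 0.0221 CPM over the 17 libraries, under the floor of detection. With an estimated correlation none of these lists passed in either sex (adjusted p from 0.383 to 0.47 in males and 0.506 in females), by fry none of them did in females (0.0634 to 0.103), and complement in males did not with size factors of DESeq2 (0.0523) or a gene length offset (0.0584).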

How the results depend on the processing

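Leaving out both far controls, halved counts and the likelihood ratio test on each sex alone were chosen after seeing the data. The 8813 genes called in males stayed within 1.5 times under every alternative but 1 surrogate variable (9), from 6463 with both far controls left out and 6605 with a replicate block and GC offset to 9450 with no minimum fold change, and from 5895 (without male control 4) to 9748 (without male control 2) with 1 library left out. Scaling moved the balance of 4277 higher and 4536 lower genes to 5167 and 3633 with library size only, 4997 and 3902 with upper quartiles and 4616 and 3602 with a gene length offset. Of the 104 named genes called in males, 1 surrogate variable kept 6, lost 88 and reversed 10, and a gene length offset kept 96.

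The 13 genes in females became 0 at an FDR under 0.05 (edgeR, 4415 at an unadjusted p under 0.05) and with limma voom (4407), 28 with no filter, 1 with mean log2 CPM above 1, 23 with library size only, 1354 with the DESeq2 Wald test, 639 with edgeR's likelihood ratio test, 373 with its exact test, 36 with each sex fitted alone, 21 with a gene length offset, 53 with 1 surrogate variable, 0 with both far controls left out and 473 with the likelihood ratio test on each sex alone. With 1 library left out they were 0 (without male control 1, female control 2, female control 3, female EAE 1 or female EAE 3), 1 (female control 4), 2 (male control 3), 6 (male EAE 1), 6 (female EAE 4), 47 (male control 4), 86 (male EAE 3) and 177 (female control 1), and otherwise 9 to 19. The 0 genes for the difference became 3 with DESeq2 and 4 with the likelihood ratio test, and were 0 with each library left out, with 642 to 2295 genes at an unadjusted p under 0.05. The 15 genes between controls became 57 with DESeq2, 61 with the likelihood ratio test, 37 with the exact test and 48 with 1 surrogate variable, and 9 to 19 with 1 library left out (9 without female control 2). The 6 genes between EAE mice became 3 with mean log2 CPM above 1, 11 with DESeq2, 10 with the likelihood ratio test and 18 with the exact test.

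Replicate numbers come from the sample titles, and neither these nor the paper's text says whether a number marks a litter, batch or day. Of 7 mice with a number shared between EAE and control 3 correlated best with their own number. With so few mice this cannot tell whether mice of the same number share more than the number. With a replicate block 7152 genes were called in males, 4 in females (4 with a gene length offset and 5 with a GC offset as well) and 3 between controls (3 and 3 with these offsets), and the list of endothelial cells in females turned to 0.0312.

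Of the gene lists, 39 in males, 33 in females and 27 for the difference became 15, 10 and 9 with 1 surrogate variable, 0, 0 and 0 with an estimated correlation, 36, 0 and 0 by fry and 30, 1 and 0 by Fisher's exact test. With 1 library left out they ranged from 33 to 40, 25 to 34 and 15 (without male control 4) to 31. Adjusted p values of oxidative phosphorylation were 0.937, 0.768 and 0.992 (reversed) with 1 surrogate variable, 0.383, 0.506 and 0.706 with an estimated correlation, 0.215 in females and 0.619 for the difference by fry and 1 for both by Fisher's exact test, and ranged from 5.21e-18 to 3e-15, 1.1e-13 to 3.31e-06 and 3.6e-12 to 0.00203 with 1 library left out. The correlation of the fold changes of both sexes (0.453) was 0.839 with mean log2 CPM above 1 and 0.318 to 0.451 with 1 library left out.

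With 1 surrogate variable these male lists reversed: complex I (adjusted p = 0.872), complex II (0.949), the mitochondrial genome (0.0348), the tricarboxylic acid cycle (0.949), the mitochondrial ribosome (0.755), postsynaptic scaffolds (0.0391), adhesion (0.792), calcium channels (0.937), sodium and potassium channels (0.937), cAMP signaling (0.697), upper-layer neurons (0.0575) and transgene and tag genes (0.937). In females these were the tricarboxylic acid cycle (0.948), antioxidant genes (0.242), adhesion (0.276), protocadherins (0.712), calcium channels (0.36), sodium and potassium channels (0.307), heat shock (0.977) and upper-layer neurons (0.0055), and microglia reversed to 0.0298 without female EAE 1 (0.991 without female control 2). For the difference they were complex I (0.723), complex V (0.992), the mitochondrial ribosome (0.224), the proteasome (0.992) and serotonin and related receptors (0.575). Reversed male log2 fold changes were 0.0121 for Fis1, -0.0116 for Opa1, -0.0935 for Htr2a, 0.00232 for Uqcr11, 0.0264 for Atp5j2, 0.34 for mt-Nd4, -0.0682 for Foxo3, 0.0239 for Aldoc, 0.0468 for S100b and -0.016 for Kdm5d. The cause of these changes was not tested.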

Differences from the paper's values

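At the paper's stated thresholds, the paper's numbers of differentially expressed genes in females are 495 (336 upregulated, 159 downregulated), and the numbers found here were 13 (8 upregulated, 5 downregulated). Of the alternatives set before the data were examined, edgeR's likelihood ratio test (639 genes, 425 and 214) and edgeR's exact test (373 genes, 263 and 110) gave numbers within 1.5 times of the paper's. The other alternatives set then did not: an FDR of 0.05 (0 genes), no minimum fold change (13), no filter (28), the filter of edgeR (13), a mean log2 CPM above 1 (1), size factors of DESeq2 (14), library size alone (23), upper quartiles (13), limma voom (0), the robust test (15), each sex fitted alone (36), a replicate block (4, and 4 and 5 with a gene length or GC offset as well), thinned counts (12), a gene length offset (21), a GC offset (9), 1 surrogate variable (53) and the DESeq2 test (1354). The likelihood ratio test fitted to each sex alone, chosen after seeing the values, gave 473 genes (335 upregulated, 138 downregulated), among them all 13 genes called here. The paper's text does not name which of edgeR's tests was used. In males the numbers found here (8813 genes, against the paper's 7487) did not differ by this measure, and of the alternatives set then only 1 surrogate variable did (9 genes, 7 and 2, against the paper's 3601 upregulated and 3886 downregulated).

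The paper states that Dnm1l was dysregulated in male EAE mice together with Fis1, Mfn1 and Opa1. Of these 4 genes 3 were called here, and Dnm1l had a log2 fold change of 0.29 with an adjusted p of 0.2 from edgeR. It was called with edgeR's exact test (0.0115), with each sex fitted alone (0.026) and without female EAE 1 (0.0197). In that library Dnm1l was at 59.1 CPM, against 131 to 140 CPM in the other female EAE mice. The main fit shares its spread between the sexes, so the difference from the paper for Dnm1l depends on that 1 female library. The paper also states that these genes did not change in females, where none was called here, although Mfn1 passed with DESeq2 (0.0928). The paper ranks sirtuin signaling among the most enriched pathways in males, all of them downregulated. The list of 17 sirtuins and partners tested here is another and smaller set, with 4 genes lower and 2 higher and a camera adjusted p of 0.124 from limma, which passed by fry (0.0103).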

Other observations

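Markers of glia and of subtypes of neurons moved apart in male EAE mice. Of 12 oligodendrocyte markers 4 rose and none fell, with Ugt8a, an enzyme of myelin lipids, up by 0.95 and Mag by 0.46, while Mbp and Mog were at -0.05 and 0.11 and did not pass the test (list median 0.29, camera adjusted p = 0.033 from limma, 0.47 with an estimated correlation, 0.0943 without male control 2). Gfap, a filament of astrocytes, had -0.43 in males (adjusted p = 0.252 from edgeR, called at -0.72 without male EAE 3) and 0.38 in females. Of 14 microglia and macrophage markers 2 rose (median 0.34, adjusted p = 0.297 from limma, 0.000264 with 1 surrogate variable), among them Lyz2, a lysozyme, by 2.63. Of 10 markers of striatal neurons 5 rose (median 0.56, adjusted p = 0.0381, 0.528 with an estimated correlation, 0.21 without male control 2), and in females their median was 0.83 (adjusted p = 5.53e-05, 0.506 with an estimated correlation). Of 14 interneuron markers 5 rose and 6 fell, with an adjusted p of 0.902 from limma, and Gad2, an enzyme of GABA synthesis, rose by 0.74 while Pvalb, a calcium buffer, fell by 0.74. In females the oligodendrocyte list had a median of 0.28 (adjusted p = 0.000704, 0.506 with an estimated correlation, 0.196 by fry, 0.0703 without female EAE 1), and no member passed the test.

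Among sex hormone receptors, the progesterone receptor gene Pgr rose by 0.55 on the log2 scale in male EAE mice (0.36 with a gene length offset), and the estrogen receptor gene Esr1 was at 0.17 (adjusted p = 0.483). Esr2 and the aromatase gene Cyp19a1 had medians of 0.0566 and 0.061 CPM over the 17 libraries, close to the floor. Immediate early genes had 8 of 18 members lower and 1 higher in males, with Egr4 down by 0.79 (median -0.48, adjusted p = 0.0113 from limma, 0.467 with an estimated correlation, 0.0799 without male control 2), and a median of 0.39 in females (adjusted p = 0.00446, 0.506 with an estimated correlation, 0.0692 without female control 2).

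The abundance of cell type markers over the 17 libraries was as follows. Snap25, a synaptic protein of neurons, had a median of 5270 CPM, Mbp of oligodendrocytes 4000 CPM, the astrocyte transporter Slc1a2 2770 CPM and Gfap 295 CPM. The microglia genes Itgam and Tmem119 had 0.413 and 1.56 CPM, and Tbr1, Neurod1 and Nes, which the paper names as neuronal, 227, 11.4 and 2.1 CPM. Libraries of RNA before the pull-down were not analysed here, so these levels give no enrichment.

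Other lists had these medians in males, with adjusted p values from limma's camera: oligodendrocyte precursors -0.24 (0.464), blood cells 0.67 (0.112), choroid plexus 0.56 (0.112), hippocampal neurons 0.19 (0.582), upper-layer neurons 0.29 (0.0381, 0.922 with a gene length offset, 0.467 with an estimated correlation, 0.0753 without male control 4), deep-layer neurons 0.31 (0.121, 0.0249 by fry, 0.00775 by Fisher's exact test, 0.00329 with 1 surrogate variable), general neuronal genes -0.01 (0.902), nuclear-retained RNAs 0.33 (0.397), sex chromosome genes 0.43 (0.00778, 0.383 with an estimated correlation, 0.173 with a GC offset, 0.0506 with a gene length offset, 0.296 by Fisher's exact test) and sex hormone receptors 0.20 (0.306). Blood cells passed with 1 surrogate variable (2.81e-05), with both far controls left out (0.0295, chosen after seeing the data) and without male control 1 (0.045) or male control 4 (0.0217), and choroid plexus with 1 surrogate variable (0.00302), with both far controls left out (0.0161) and without male control 4 (0.0189). Genes the paper names for enrichment, for its blots and for transgenes and tags had 0.11 (0.839, 0.0416 with 1 surrogate variable), -0.15 (0.0867, 0.0319 by fry) and -0.44 (0.0224, 0.383 with an estimated correlation). Among the genes of the blotted proteins, Ndufb8 and Sdhb were lower and Gria2 higher in males, and Gria2 did not pass with a gene length offset (adjusted p = 0.277 from edgeR). Rpl22, the tagged protein's gene, fell by 0.43.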
